# Dissecting the Gene Network of Dietary Restriction to Identify Evolutionarily Conserved Pathways and New Functional Genes

**DOI:** 10.1371/journal.pgen.1002834

**Published:** 2012-08-09

**Authors:** Daniel Wuttke, Richard Connor, Chintan Vora, Thomas Craig, Yang Li, Shona Wood, Olga Vasieva, Robert Shmookler Reis, Fusheng Tang, João Pedro de Magalhães

## Abstract

Dietary restriction (DR), limiting nutrient intake from diet without causing malnutrition, delays the aging process and extends lifespan in multiple organisms. The conserved life-extending effect of DR suggests the involvement of fundamental mechanisms, although these remain a subject of debate. To help decipher the life-extending mechanisms of DR, we first compiled a list of genes that if genetically altered disrupt or prevent the life-extending effects of DR. We called these DR–essential genes and identified more than 100 in model organisms such as yeast, worms, flies, and mice. In order for other researchers to benefit from this first curated list of genes essential for DR, we established an online database called GenDR (http://genomics.senescence.info/diet/). To dissect the interactions of DR–essential genes and discover the underlying lifespan-extending mechanisms, we then used a variety of network and systems biology approaches to analyze the gene network of DR. We show that DR–essential genes are more conserved at the molecular level and have more molecular interactions than expected by chance. Furthermore, we employed a guilt-by-association method to predict novel DR–essential genes. In budding yeast, we predicted nine genes related to vacuolar functions; we show experimentally that mutations deleting eight of those genes prevent the life-extending effects of DR. Three of these mutants (*OPT2*, *FRE6*, and *RCR2*) had extended lifespan under *ad libitum*, indicating that the lack of further longevity under DR is not caused by a general compromise of fitness. These results demonstrate how network analyses of DR using GenDR can be used to make phenotypically relevant predictions. Moreover, gene-regulatory circuits reveal that the DR–induced transcriptional signature in yeast involves nutrient-sensing, stress responses and meiotic transcription factors. Finally, comparing the influence of gene expression changes during DR on the interactomes of multiple organisms led us to suggest that DR commonly suppresses translation, while stimulating an ancient reproduction-related process.

## Author Summary

Dietary restriction has been shown to extend lifespan in diverse, evolutionarily distant species, yet its underlying mechanisms remain unknown. We first constructed a database of genes essential for the life-extending effects of dietary restriction in various model organisms and then studied their interactions using a variety of network and systems biology approaches. This enabled us to predict novel genes related to dietary restriction, which we validated experimentally in yeast. By comparing large-scale data compilations (interactomes and transcriptomes) from multiple organisms, we were able to condense this -*omics* information to the most conserved essential elements, eliminating species-specific adaptive responses. These results lead us to the rather surprising conclusion that lifespan extension by a restricted diet commonly may exploit an ancient rejuvenation process derived from gametogenesis.

## Introduction

Dietary restriction (DR) in defined factors (such as calories or specific amino acids) without causing malnutrition delays the aging process, protects against age-related diseases (e.g. metabolic and cardiovascular disease, neurodegeneration and cancer) and extends lifespan in evolutionarily distant species, from unicellular yeast to rodents [1], [2]. Furthermore, there is evidence that DR might delay the aging process in non-human primates [3] and perhaps in humans as well [4]. While multiple studies in model organisms have shown that DR extends lifespan, the underlying molecular mechanisms remain largely unknown [2], [5], [6].

The mechanisms by which DR retards aging have been shown in model organisms to be mediated by genetic pathways, many of which are evolutionarily conserved and operate in humans. Considerable evidence indicates that DR is mediated by discrete signaling events that elicit specific genetic programs [1], [2], [7], [8]. Mutations in a number of genes, in fact, have been shown to prevent, shift or disrupt the lifespan-extending effect of DR, in many cases without altering the lifespan under *ad libitum* (AL) conditions. Such genes, which we call DR-essential, might specifically interfere with these signaling cascades and the program which leads to lifespan extension under DR. Understanding the interactions of such genes in a systematic way may provide important new clues regarding DR-mediated life-extension mechanisms.

In the post-genomic era, the vast amount of -*omics* data provides an opportunity to understand biological processes in a systematic fashion via data integration, network construction and analyses. Networks in biology exist on various levels, derived from the interactions between genes, transcripts, proteins and metabolites, and extending to the interactions between cells, tissues, organs and even between organisms. Examples at the molecular level are protein-protein interactions, gene-regulatory and metabolic networks. Biological networks tend to have certain discrete topological properties: They are usually scale-free (i.e. only a few nodes, termed “hubs”, have many connections, while the majority of nodes have relatively few connections), modularly composed and hierarchically structured. Scale-free networks are robust against random perturbation, but at the same time are sensitive to targeted disruption of the hubs [9]. The modular composition is due to the presence of groups of highly interconnected nodes (i.e. clusters) which perform certain biological activities (for instance protein complexes or pathways) with relatively sparse external connectivity. Lastly, these network modules associate with one another in a hierarchical manner. The challenge, however, is to integrate and combine the various networks in order to decipher biological function and gain new insights into the process under study.

Aging-associated genes are more conserved at the molecular level [10] and have a significantly higher node degree (i.e. number of interactions in a network) than expected by chance. Human orthologs of aging-associated genes found in model organisms form a continuous network and almost all of the hubs are also implicated in several age-related diseases [11]. The networks of age-related disease genes and aging-associated genes significantly overlap and approximately half of the common genes participate in signal transduction. Additionally, general disease genes have more connections to aging genes than expected by chance [12]. Numerous network studies on aging have been conducted with fruitful results [13]–[15]. To date, however, network studies on DR have been limited, in part because of a lack of adequate datasets. Therefore, we constructed GenDR, a database of DR-related genes.

Since GenDR is the first database of DR-related genes, we wished to assess its utility by performing the first network-based dissection of DR using DR-essential genes. DR can induce numerous changes in organisms, and a variety of different DR regimens have been employed. Our rationale is that by concentrating only on genes essential for DR-induced life-extension we are able to narrow down the various DR-related processes to those affecting aging. We used our list of DR-essential genes to investigate their evolutionary and network properties and identify common regulators of DR-induced lifespan extension. Novel DR-essential genes were predicted from the network and tested experimentally in yeast, which revealed new genes crucial for DR. We then integrated diverse types of data and performed a variety of network and systems biology analyses to reveal common pathways and mediators of DR effects, including putative transcription factors. Our work demonstrates the use of network approaches to study DR mechanisms, and we make our list of DR-essential genes available online for other researchers to use (http://genomics.senescence.info/diet/).

## Results

### Construction of GenDR, a Database of DR–Related Genes

A list of DR-essential genes was compiled from the literature. A DR-essential gene was defined as one which when genetically manipulated in a given organism blocks or disrupts the life-extending effect of DR. This criterion applies even if it was shown for only a single DR regimen. Over 100 genes were identified, mostly from the traditional biomedical model organisms (Table 1). In mice, for example, the only DR-essential gene found so far is the growth hormone receptor (*Ghr*) gene of which homozygous knockout mutants were long-lived and DR failed to further extend their lifespan [16]. In the case of yeast, DR-essential genes were annotated separately for replicative and chronological lifespan. However, both were combined for the analyses presented below, in order to focus on mechanisms universal to DR. For each gene, its orthologs in other model organisms and in humans (if any) were retrieved from public databases (see Materials and Methods).

**Table 1:** Number of DR–essential genes and orthologs in GenDR.

Species	Genes	Genes+Orthologs
Fission yeast	6	54
Budding yeast	70	170
Nematode	42	137
Fruit fly	19	187
House mouse	1	218
Norway rat	0	217
Rhesus monkey	0	200
Human	0	226

Shown is the number of genes reported in different model organisms to be essential for DR (“Genes”) and number of DR-essential genes complemented with the orthologs of genes reported in other organisms (“Genes+Orthologs”).

We created a publically accessible database of DR-essential genes and their orthologs, called GenDR, which offers an important new tool to researchers working on the genetics of DR and of aging. Although other studies have emphasized the importance of genes that disrupt life-extending effects of DR [1], [2], [17], to our knowledge this is the first compilation of a list of such genes. The GenDR database employs the same system and interface as our widely-used GenAge database of aging-related genes [18]. Our inclusive selection criteria allow GenDR to incorporate a broad range of genes. Because information on each gene and reason(s) for its selection are included, however, researchers are able to focus on subsets of the database that are most relevant to their work. GenDR will be useful both as an informational website and as a research tool, and it is freely available online for the research community to use (http://genomics.senescence.info/diet/).

### GenDR Is Enriched in Conserved Longevity Genes and Pathways

Given that DR works across diverse model organisms, we expected that GenDR can guide the search for evolutionarily conserved longevity mechanisms. Therefore, we analyzed GenDR at three levels: the sequences of genes/proteins, the interactome, and enriched pathways.

To test whether GenDR reflects the conserved effects of DR on longevity, we investigated the molecular evolution of genes essential for DR. In agreement with our hypothesis, the percentage of orthologs of DR-essential genes across all tested species is higher than expected by chance (Figure 1A). Likewise, the average dN/dS ratio, a measure of molecular evolution rate, as well as dN and dS rates, for DR-essential gene orthologs in mammalian species pairs were lower than expected by chance (Table S1 and Figure S1). As such, it appears that indeed DR is evolutionarily conserved at the genetic level.

**Figure 1:**
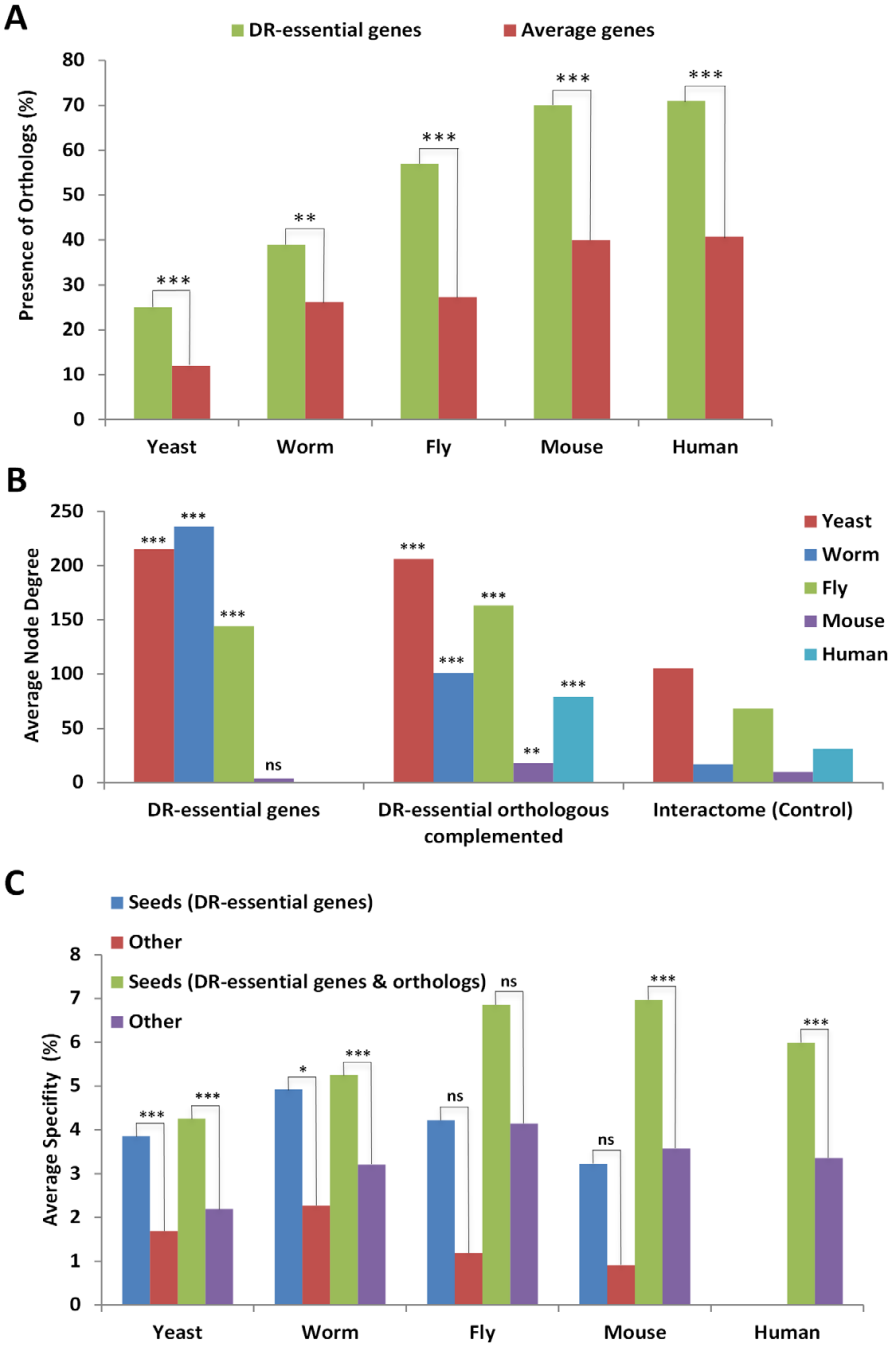
DR–essential genes are molecularly conserved and form a tight interaction network. A, The proportion of genes (shown as percentages) with orthologs from multiple species in the specified organisms is in all cases higher (by 10–30%) for DR-essential genes than expected by chance. B, The average degree (number of interactions) for DR-essential genes and DR-essential gene orthologs (the ortholog-complemented set) is higher than the interactome-wide average which serves as control. C, The average percentage of specificity in interconnectivity (100× specific interactions with seed genes/all interactions) of DR-essential genes to each other is higher than for other genes in interactomes, and complementation with orthologs of DR-essential genes from other species further increases the specificity of interconnectivity. ns, P>0.05; *, P<0.05; **, P<0.01; ***, P<0.001.

Interaction networks of DR-essential genes plus their orthologs were created by integrating molecular interaction information from various sources: physical, genetic and other interactions such as regulatory relationships were retrieved from public databases (see Materials and Methods). The human orthologs of DR-essential genes form an interaction network in which the total interactions appear to follow approximately a power law distribution (Figure S2). This is consistent with a scale-free network in which only a few nodes (often called “hubs”) are highly connected. In other words, a few hubs contribute highly to the DR network connectivity, as has been observed in other biological networks [11], [12].

DR-essential genes as well as their orthologs have a higher node degree than expected by chance when compared to the whole interactome (Figure 1B). Thus, DR-essential genes tend to be located in the center of the interactome rather than in the periphery. As anticipated, DR-essential genes interact with each other more than expected by chance (Figure 1C). Adding orthologs to the DR-essential gene seed lists (orthology complementation) increased the specificity (interaction with seed genes/total interactions) of the connections between seed genes and enabled the generation of interaction networks for species with few or no known DR-essential genes, such as mammals. DR-essential as well as aging-related genes are significantly enriched for signaling genes (Table S2). Nonetheless, DR-essential genes are even more evolutionarily conserved than aging-related genes (Figure S3) and have a higher average degree than signaling genes (Figure S4), indicating that these properties (evolutionary conservation and high degree) are not secondary effects expected for subsets of aging-related genes and signaling genes, respectively.

One issue, however, is that the finding of higher conservation and interconnectivity for DR-essential genes compared to other genes might reflect a selection bias of researchers, who tend to study genes that have orthologs in multiple species and/or those in pathways associated with DR. Because node degree, presence of orthologs and sequence conservation are thought to be related, we investigated the correlations among these variables for human genes. We found that log(degree) and number of species with orthologs are positively correlated (Pearson correlation coefficient, *r* = 0.36; p<10^−200^), which implies that the higher the number of connections (i.e. interactions) of a human gene the higher the number of species which have orthologs of that gene. Similarly, log(degree) was weakly negatively correlated with log(dN/dS) (*r* = −0.08; p<10^−11^), indicating that genes with more connections have slightly lower dN/dS ratios and hence more conserved sequences. Finally, the log(ortholog number) was also found to be negatively correlated with log(dN/dS) (*r* = −0.24; p<10^−100^), suggesting that genes which have orthologs across many species also tend to have lower dN/dS ratios, as expected. An interpretation of these results is that genes with high degree (more connectivity) tend to also have high numbers of orthologs and low dN/dS ratios. This makes sense, since important hubs in the network have more constraints limiting their evolutionary divergence. Next, we performed a multiple linear regression analysis (with log-transformed data) to derive equations relating each of these three variables as a function of the other two. We used the equations to determine whether DR-essential gene orthologs have higher or lower values than predicted from the other two variables. The results reveal that DR-essential gene orthologs have an average degree much higher than expected (73 vs. 12), a slightly higher number of species with orthologs (10 vs. 9) and dN/dS ratios higher than the expected value (0.08 vs. 0.04). Thus, a high node degree appears to be the most critical feature of DR-essential gene orthologs.

To ascertain which processes and functions are common to the DR gene network, DR-essential genes plus their significant interactors (p<0.05 according to specificity of interaction with DR-essential genes, as described in the Materials and Methods) for each species were subjected to functional enrichment analysis using DAVID (Database for Annotation, Visualization and Integrated Discovery; Table S3A). Common to all DR-essential gene interaction networks in yeast, worm and fly were the terms *aging* (p<10^−27^) and *mitochondrion* (p<10^−10^). Terms common to ortholog-complemented networks in yeast, worms, flies, mice and humans were categories related primarily to *phosphorylation signaling*, among others (Table S3B). Kinase signaling and protein phosphorylation are also dramatically suppressed in very long-lived PI3K-null mutant worms [19], [20]. We then asked which genes among the significant interaction partners were common to multiple organisms. Although no homologous group was significant at False Discovery Rate (FDR)<0.05 (which appears to be too strict for comparisons across multiple species), by the more relaxed criterion of having a binomial p-value<0.05, four homologous groups were nominally significant: *CAB39*, the genes encoding 14-3-3 proteins, sirtuins, and *AHCY* encoding S-adenosylhomocysteinase.

### Guilt-by-Association Discovers Novel Vacuolar DR–Essential Gene Functions

To predict novel DR-essential candidate genes we used a guilt-by-association strategy [21]. Essentially, the logic behind this approach is that a gene with more interactions than expected by chance with genes associated with a given process (i.e. DR-mediated lifespan extension) is likely to also play a role in that process (see Materials and Methods). The candidate genes with highest significance in their connectivity to DR-essential genes were *YGR272C* (*EFG1*; Exit From G1) in *Saccharomyces cerevisiae*, *B0280.10* (*pot-1*; Protection of Telomeres 1 (Pot1) homolog) in *Caenorhabditis elegans*, and *Akt1* (serine-threonine kinase involved in insulin-like signaling) in *Drosophila melanogaster*. After orthologous complementation, among the highly significant candidate genes were, for example, *PAI3* (essential Proteinase A inhibitor) in *S. cerevisiae*, *hcf-1* (human host cell factor (HCF-1) homolog) in *C. elegans*, *CG7333* (an organic cation transmembrane transporter) in *D. melanogaster*, *Raf1* (MAP kinase kinase kinase) in *Mus musculus*, and *ACD* (involved in telomere maintenance and meiosis) in humans. In yeast, worm, and fruit fly, respectively, 372, 1317, and 202 genes were significant at a p-value<0.05. After orthologous complementation there were 264 genes significant in yeast, 228 in worm, 743 in fruit fly, 2576 in mouse, and 996 in humans. The top candidates for each species are given in Table S4.

In order to assess the sensitivity and specificity of this guilt-by-association concept, we applied a leave-one-out test [22]. By omitting one of the DR-essential genes from the seed list and checking whether the removed gene was among the significant candidate genes (i.e. predicted correctly), we obtained a measure for sensitivity of the guilt-by-association method in the form of the percentage of genes which were recovered (i.e. rediscovered). This method achieved a recovery rate of 40% in yeast, 12% in worm and 50% in fruit fly. The lower recovery rate for worms compared to the other species (and the higher p-values) is possibly because *C. elegans* had the lowest number of known interactions at the time of analysis.

To test the new candidate genes, and thus to validate the usefulness of GenDR and DR network analyses as tools for aging research, we experimentally assessed the role in DR of some of our yeast candidates. Vacuole-related terms were among the most significant discrete clusters of terms in the DR-essential network of yeast (Enrichment Score: 5.2; Benjamini p-value, *p*_B_<2·10^−5^). Our guilt-by-association method predicted nine yeast genes whose protein products are on the vacuolar membrane and are non-essential for viability. Therefore, we decided to focus on the mutants of these genes, and measured replicative lifespan and vacuolar morphology of these nine mutants on AL and DR (Table 2 and Figure 2). Eight of the nine mutants we analyzed exhibited an impaired lifespan extension by DR (i.e. are DR-essential genes). Five of the nine mutations altered the extent of DR-induced vacuole fragmentation. While the vacuolar morphology of wild-type and *rcr2Δ* are indistinguishable in AL, their morphologies in DR media are different; wild-type had some cells with a few vacuolar vesicles (equal or less than 5/cell) but *rcr2Δ* cells had 6 or more vacuolar vesicles/cell (Figure 2). Similar to mutants (*erg6Δ*, *nyv1Δ*, etc.) with highly fragmented vacuoles under DR [23], *rcr2Δ* had a shortened lifespan on DR (Figure 2). Deletion of *OPT2* or *FRE6* showed results similar to *rcr2Δ* and all had an extended lifespan on AL (Table 2).

**Figure 2:**
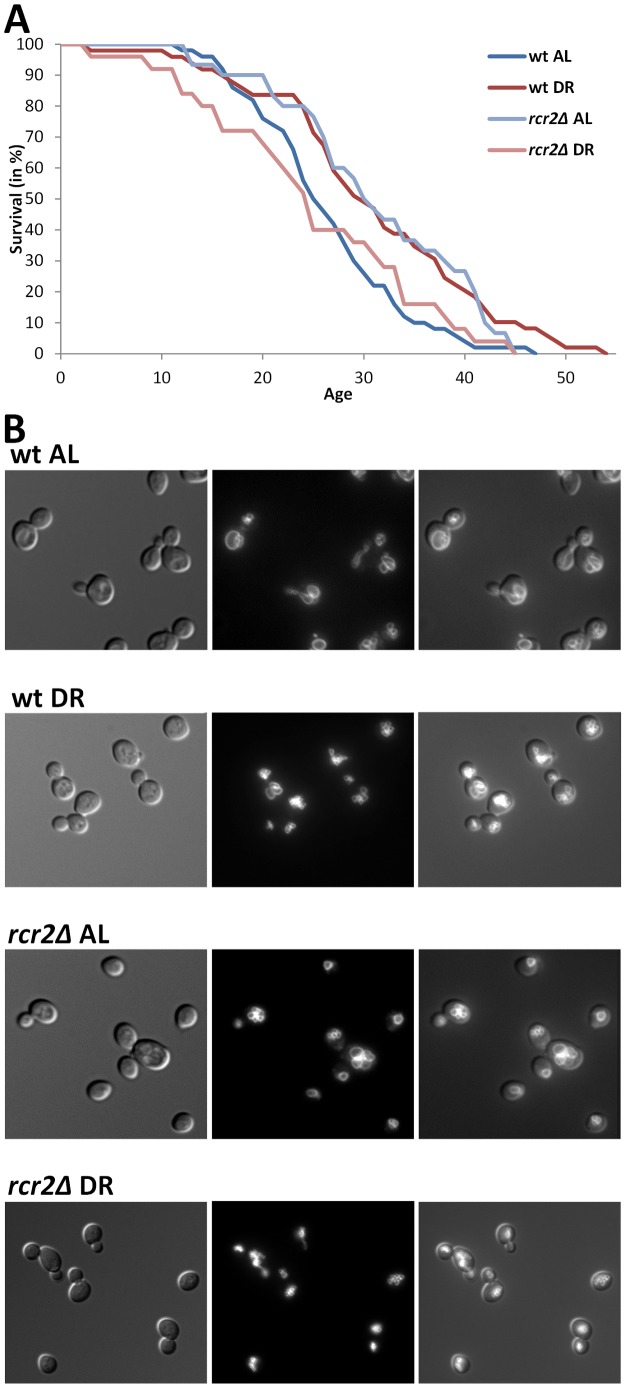
DR–essential vacuole-associated genes are required for DR lifespan extension and normal vacuolar morphology. A, Survival curves of wild-type and *rcr2Δ* mutant strains measured on AL/YEPD and DR media. The units of age (X axis) are generations. Mean and maximum lifespans as well as sample sizes are listed in Table 2. B, Vacuolar morphology on AL and DR media of wild-type and *rcr2Δ*. Left panel: DIC images showing the cells; middle panel: TRITC-fluorescent images showing the vacuoles; right panel: overlay of cell and vacuole images.

**Table 2:** Lifespan and vacuolar changes of novel DR–essential genes.

Mutant	GbA p-value	Mean/max. AL lifespan, (N)	Mean/max. DR lifespan, (N)	AL, mutant vs. WT, log-rank p-value	DR vs. AL, log-rank p-value	Vacuolar phenotype on AL	Vacuolar phenotype on DR	Vacuolar change	Ratio of mRNA levels (DR/AL) in WT
wild-type	-	26.4/47 (51)	31/54 (50)	-	0.002	round	round	-	-
*vps20Δ*	0.02	22.07/38 (30)	18.27/34 (30)	0.09	0.052	-	-	-	1.56
*fre6Δ*	0.022	30.07/46 (30)	28/42 (30)	0.043	0.173	round	fragmented	29→14	0.85
*rcr2Δ*	0.019	31.27/45 (30)	24.96/45 (25)	0.008	0.048	round	fragmented/round	52→18	3.22 *
*ydl180wΔ*	0.043	27.67/44 (30)	28.2/46 (25)	0.262	0.596	fragmented	fragmented/round	-	2.25 *
*opt2Δ*	0.048	32.6/51 (15)	25.43/39 (30)	0.007	0.015	fragmented	fragmented	-	0.05*
*gtr1Δ*	0.037	16.93/23 (15)	18.73/29 (15)	4.5e-09	0.208	round	fragmented	-	2.77 *
*dap2Δ*	0.013	21.27/30 (15)	19.93/32 (15)	0.001	0.969	round	fragmented	60→1	1.22
*slm4Δ*	0.049	23.87/48 (15)	23.4/36 (15)	0.793	0.597	round	fragmented	44→16	3.28 *
*yol092wΔ*	0.043	20.8/34 (15)	27.4/42 (15)	0.087	0.062	fragmented	fragmented	-	0.33*

Vacuolar-implicated genes, which were found via a guilt-by-association (GbA) strategy using DR-essential genes, were tested in replicative-lifespan assays under *ad libitum* (2% glucose) and DR (i.e. 0.5% glucose) diets. Samples with over 30% of cells having 1 round vacuole/cell were classified as round vacuole and samples with less than 30% of cells having 1 round vacuole were classified as fragmented. Lifespan data is presented in the form a/b (c) where a = mean, b = max., and c = N. p-values are for the mean lifespan comparisons. For vacuolar morphology, about 100–200 cells were counted in each sample. Genes for which the transcript-level change was >2-fold are marked with an asterisk. Vacuolar change = changes of the fraction (%) of cells with 1 round vacuole per cell from AL→DR. WT = wild-type.

### Differential Expression of DR–Essential Genes upon DR

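Transcripts of haploid yeast of the strain BY4742 (mating type alpha, lacking LEU2, LYS2 and URA3) were measured on 2 arrays, 1 of cells grown on DR medium with 0.5% glucose and 1 of cells grown on AL medium with 2.0% glucose. Among the 15 genes with the highest ratio of the array labelled AL over the array labelled DR, SIP18, a desiccation stress gene, had a signal of 24.4 on the array labelled DR and 5025 on the array labelled AL, and PUT4, the proline permease, had 29.7 and 2991. RGI2, which acts in energy metabolism under respiration, had 36.3 and 8813. Among the 15 genes with the highest ratio the other way, IMD2, an IMP dehydrogenase of GTP synthesis, had a signal of 2848 on the array labelled DR and 21.4 on the array labelled AL. RNR1, the large subunit of ribonucleotide reductase, had 1634 and 27.6, and UTR2, a cell wall glycosidase, had 2782 and 52.1.
This direction opposes the study's. The study's own ratios could be set beside 229 measured genes of Table 2 and Tables S6, S12, S20 and S22, and for 227 of them the ratio found here (labelled DR over labelled AL) lay within 5% of the reciprocal of the study's, each gene taken once by its entry in the first of the supplementary tables that lists it, or else in Table 2. The exceptions were the hexose transporter genes HXT13 and HXT17, each an average of several probe sets here. The labels were kept as deposited and are named throughout, and exchanging them would turn the sign of every log2 ratio.
The arrays (Affymetrix GeneChip Yeast Genome 2.0) were hybridized with biotin-labelled material from cultures started at a density (OD_600_) of 0.01 and grown for 12 hours at 30°C to 0.85–0.99. The authors' service laboratory normalized the signals with the Affymetrix statistical algorithms, and the deposited values are linear intensities for 10928 probe sets, with a median of 48.5 on the array labelled DR and 55.75 on the array labelled AL. Of the probe sets, 7244 were annotated to 1 gene, 1 to several and 3683 to none, and 5498 of them named an S. cerevisiae gene. Several probe sets of a gene were averaged on the log2 scale, which gave 5449 genes. For 47 genes with several probe sets, 12 had probe sets on opposite sides of a ratio of 1. The median log2 ratio of all genes was −0.12, and across genes, which are not independent replicates, the log2 signals of the arrays correlated with r = 0.712.
The genes absent from the strain served as a check of the signals. URA3 had a signal of 1.20 on the array labelled DR and 9.10 on the array labelled AL, LYS2 had 4.20 and 8.30, and LEU2 had 24.6 and 17.0. The a-specific genes, silent in alpha cells, reached at most 129.4 and 281.6 (STE6, the a-factor exporter), and these levels were taken as background. Of all genes, 566 lay under them on both arrays. These levels are the highest of 9 genes, whose median signals were 24.6 and 57.6, so they may sit too high. A lower level was added after the signals were seen, the 95th percentile of probe sets named for a gene outside the S. cerevisiae gene table. It was 11.7 and 11.5, and only 25 genes lay under it on both arrays. A ratio with one signal under its array's background, such as those of SIP18, RGI2, PUT4, IMD2, RNR1 and UTR2, shrinks when that signal is raised to background, so its size is uncertain. With 1 array per condition no difference has a replicate check, so no test was run, and a gene list was described by where its median lay among 10000 random lists of the same size and mean signal. The lists were written after the paper's themes for these arrays had been read, so an extreme place is not independent evidence for those themes.

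**Figure D1:**
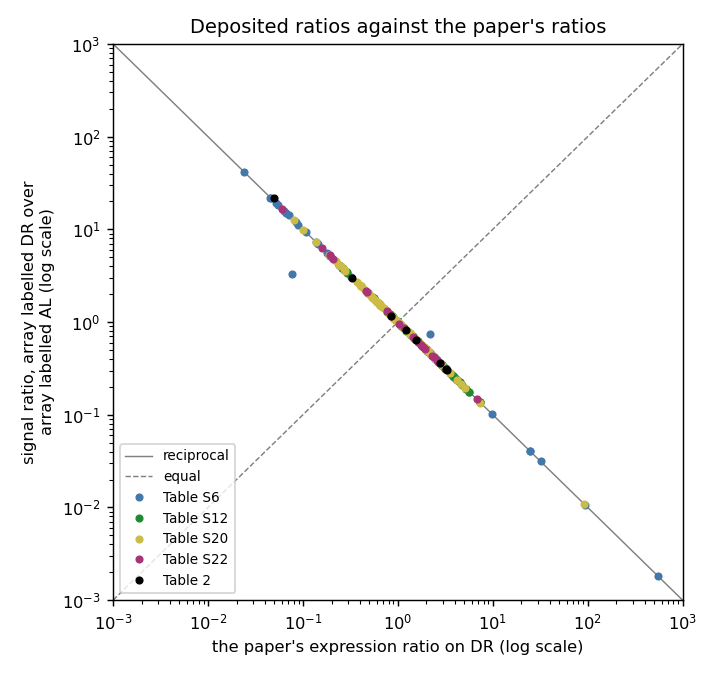
Expression ratios of the genes in Table 2 and Tables S6, S12, S20 and S22. The horizontal axis gives the paper's ratio on DR and the vertical axis the ratio of the deposited signals, labelled DR over labelled AL, both on log scales. Each point is 1 table entry, the solid line marks the reciprocal and the dashed line equal ratios, and the points more than 5% off the solid line are those of HXT13, HXT17 and the Table 2 entry of OPT2, which Table 2 gives to fewer digits than Table S6. Genes in several tables appear once for each.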

For the purpose of gaining insights into which processes on the global scale are affected by DR, we generated microarray data in yeast under DR (see Materials and Methods) and those genes more than two-fold differentially expressed were examined using DAVID by retrieving terms and clusters with FDR<5%. 

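Genes for using carbon sources other than glucose had higher signals on the array labelled AL, and genes of cytosolic ribosomal proteins, sterol synthesis and DNA replication had higher signals on the array labelled DR. Of 19 genes of gluconeogenesis, the glyoxylate cycle and the use of non-fermentable carbon, 17 were more than 2-fold higher on the array labelled AL and 0 on the array labelled DR, and the median log2 ratio of the list (labelled DR over labelled AL) was −4.68. With signals under background raised to it, this median was −3.70. ADY2, an acetate transporter, had a signal of 51.6 on the array labelled DR and 4405 on the array labelled AL, and JEN1, the lactate permease, had 66.6 and 4160. Peroxisome biogenesis and fatty acid beta-oxidation stood the same way, with 23 of 37 genes more than 2-fold higher on the array labelled AL and a median of −1.52. POT1, the peroxisomal thiolase, had 17.7 and 3358, and POX1, the acyl-CoA oxidase, had 27.1 and 2018. Both medians lay below all of the random lists.
In mitochondria, 13 of 39 genes of the respiratory chain and ATP synthase were more than 2-fold higher on the array labelled AL and 1 on the array labelled DR (median log2 ratio −0.67, percentile 0.20 of the random lists). COX7, a subunit of cytochrome c oxidase, had a signal of 375.8 on the array labelled DR and 3125 on the array labelled AL. Mitochondrial ribosomal proteins had a median of −0.66 (percentile 2.64), 19 of 54 genes being more than 2-fold higher on the array labelled AL and 1 on the array labelled DR, with RSM19 at 150.6 and 1048 and MRPS28 the other way at 908.9 and 361.0. For pre-mRNA splicing, 20 of 59 genes were more than 2-fold higher on the array labelled AL and 7 on the array labelled DR (median −0.54). SMX2, a core snRNP protein, had 101.5 and 956.7, and PRP43, a helicase, had 1763 and 323.2. Heat response genes and chaperones had a median near 0 (−0.20, percentile 5.08; of 30 genes, 6 were more than 2-fold higher on the array labelled AL and 2 on the array labelled DR), with SSA3, an inducible HSP70, at 201.6 and 1405 and SSA2, a constitutive HSP70, at 9392 and 1934. Vacuolar hydrolases were mixed, with 3 of 11 more than 2-fold higher on the array labelled AL, among them the acid trehalase gene ATH1 (374.6 and 2155), and 1, the carboxypeptidase gene CPS1 (2750 and 1046), on the array labelled DR.
Cytosolic ribosomal proteins stood the opposite way: 90 of 127 genes were more than 2-fold higher on the array labelled DR and 1, RPL22B, on the array labelled AL, with a median log2 ratio of 1.63. RPS1B had a signal of 6478 on the array labelled DR and 319.7 on the array labelled AL. Of 24 genes of ergosterol synthesis, 15 were more than 2-fold higher on the array labelled DR and 0 on the array labelled AL (median 1.19). ERG3, the sterol desaturase, had 2264 and 201.0, and ERG1, squalene epoxidase, had 2204 and 2628. One-carbon and S-adenosylmethionine metabolism had a median of 1.93 (11 of 17 genes more than 2-fold higher on the array labelled DR and 2 on the array labelled AL), with MIS1, the mitochondrial C1-tetrahydrofolate synthase, at 1805 and 95.2. DNA replication had a median of 1.23 (45 genes, 26 of them more than 2-fold higher on the array labelled DR), with POL1, the catalytic subunit of DNA polymerase alpha, at 882.3 and 82.1. The medians of these 4 lists lay above all of the random lists. The lists follow themes that the paper reports for these same arrays, so their place is not independent evidence. With signals under background raised to it, a level that is higher on the array labelled AL, the DNA replication median was 0.30. Control probe sets of ribosomal RNA also differed between the arrays: of 15 with a signal over 1000, 8 were more than 2-fold higher on the array labelled DR and 1 on the array labelled AL.

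**Figure D2:**
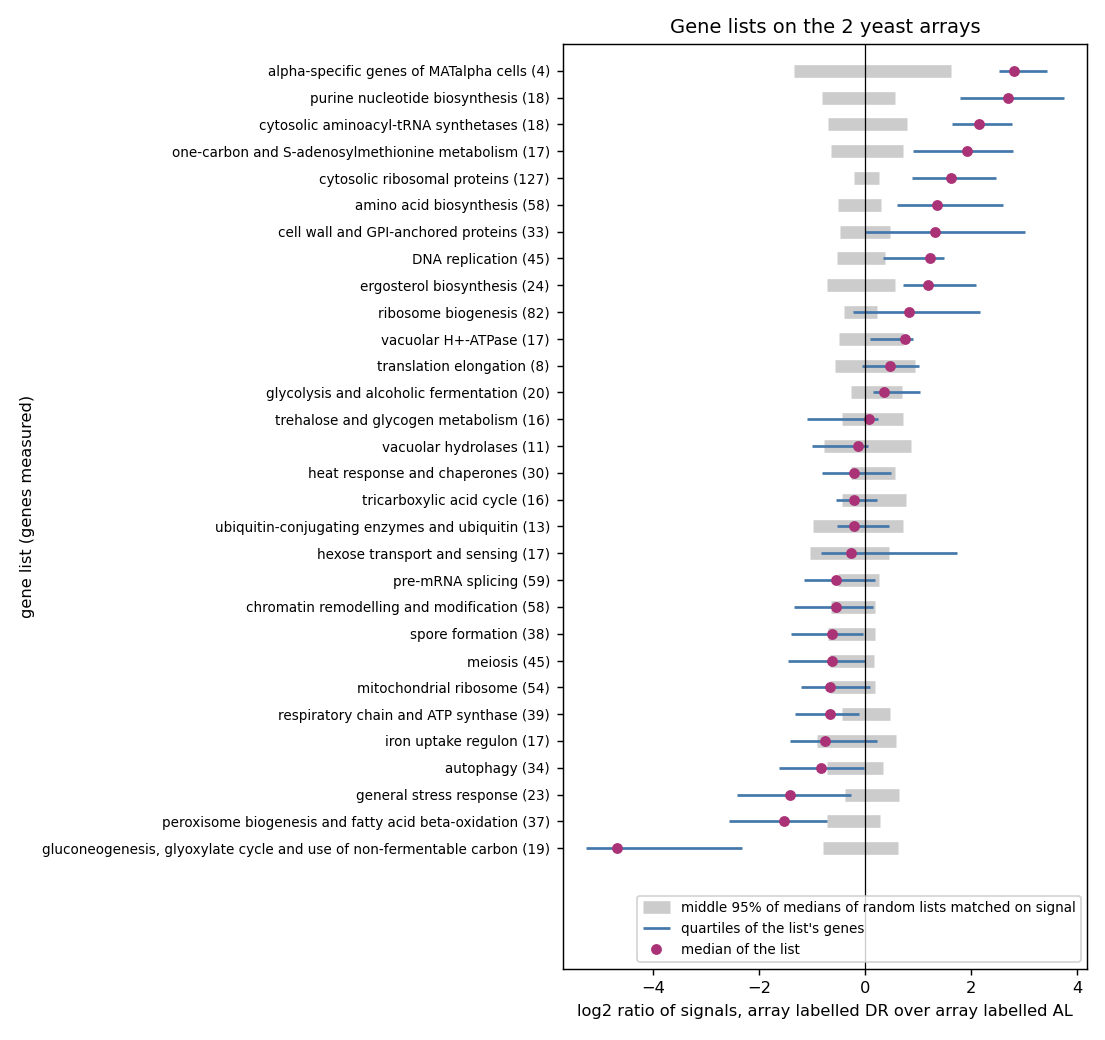
Log2 ratios of gene lists, labelled DR over labelled AL, on the horizontal axis, with the lists and their number of measured genes on the vertical axis. Points are list medians, thin lines the quartiles of the list's genes and grey bars the middle 95% of medians of random lists matched on signal. Gluconeogenesis lies far left at −4.68 and ribosomal proteins right of 0 at 1.63.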

DR up-regulated genes were associated with heat response, mitochondria, peroxisome, transcription, mRNA processing, zinc binding, carbohydrate metabolism, sporulation, vacuole, and mitochondrial ribosomes, while DR down-regulated genes were related to ribosome/translation, nitrogen, sterol and one-carbon-source metabolism as well as DNA-replication (Table S5).

This comparison of mRNA levels between yeast cells cultured in AL and DR media, as ascertained on microarrays, also furnished further support for the involvement of the predicted vacuolar DR-essential genes. Of the 9 predicted vacuolar DR-essential genes, 6 were differentially regulated by more than two-fold either up or down (Table 2). 

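Of the 9 predicted vacuolar genes, 8 had a probe set named for them alone, and 5 of these were past 2-fold between the arrays. SLM4, a subunit of a vacuolar membrane complex that acts in TORC1 signaling, had a signal of 850.3 on the array labelled DR and 2793 on the array labelled AL. RCR2, which affects the sorting of membrane proteins, had 994.1 and 3204, and GTR1, a small GTPase of TORC1 signaling, had 632.4 and 1748. YPQ1 (YOL092W), a vacuolar transporter of basic amino acids, stood the other way at 1363 and 456.1, and the fifth gene was OPT2, also higher on the array labelled DR. The other 3 lay within 2-fold. VPS20, an ESCRT-III subunit, had 324.7 and 505.2, DAP2, a vacuolar dipeptidyl aminopeptidase, had 1556 and 1902, and FRE6, a vacuolar metalloreductase, had 542.1 and 462.1. YDL180W had no probe set named for it and was not analysed here. At a threshold of 3-fold, 3 of the genes were past it.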

Strikingly, *OPT2* which had the strongest effect on lifespan when deleted (around 30% mean and maximum lifespan extension), was also among the genes most strongly (20-fold) down-regulated by DR ([24] and our DNA-microarray data; see Table 2).

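OPT2, an oligopeptide transporter, had a signal of 917.7 on the array labelled DR and 42.4 on the array labelled AL, a 21.6-fold difference. It was among the 15 genes with the highest ratio of the array labelled DR over the array labelled AL, counted among genes whose higher signal was at least the array's median gene. Others of these 15 were PHO3, an acid phosphatase (1653 and 68.8), NSA2, a factor of 60S ribosome assembly (1209 and 46.7), TOS6, a cell wall protein (1786 and 60.4), and GAS1, a glucanosyltransferase of the cell wall (6891 and 215.5). The OPT2 signal on the array labelled AL lay under the background of that array. With that signal raised to background, its ratio was 3.26, and with the median signal of the background genes added to each array it was 9.42. A lower background level, added after the signals were seen, left it at 21.6.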

As changes in expression of DR-essential genes via genetic manipulations mimic and/or abolish the lifespan extension conferred by DR, one interpretation is that DR-essential genes normally mediate DR effects by changing their expression or activity level in response to DR. As an approximation to investigate this, we employed large-scale microarray-expression profiles of yeast, worm [25] and fly [26], [27]. Numerous DR-essential genes change in their activity either at the transcriptional or translational level in response to DR (Tables S6, S7, S8, S9, S10). 

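Of 60 genes of Table S6 with a measured value, 59 were past 2-fold between the arrays, 26 higher on the array labelled DR and 33 higher on the array labelled AL. These counts include genes under background on both arrays, 2 of the 26 and 5 of the 33. STL1, a glycerol symporter, had a signal of 12.9 on the array labelled DR, which is under background, and 7109 on the array labelled AL. HSP12, a small membrane-associated heat shock protein, had 2865 and 10174, RPH1, a histone demethylase, had 378.6 and 2790, and DIC1, the mitochondrial dicarboxylate carrier, had 609.5 and 2725. Higher on the array labelled DR were HXK2, the main glucose-phosphorylating hexokinase (6753 and 307.4), ADE4, which starts purine synthesis (3948 and 205.7), YHB1, a nitric oxide dioxygenase (5975 and 395.6), and HAP4, the activating subunit of the HAP complex of respiratory genes (4140 and 1082). The study chose this list on these arrays, so the count is not independent evidence.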

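Fatty-acid elongases and S-adenosylmethionine synthetases had higher signals on the array labelled DR. ELO3 (SUR4), the elongase of the longest chains, had a signal of 4025 on the array labelled DR and 218.8 on the array labelled AL, and ELO2 (FEN1) had 1947 and 123.0. ELO1, which elongates medium chains, had 4427 and 3256, within 2-fold. SAM1 had 5086 and 359.9, and SAM2, its paralog, had 3287 and 478.0. The ratios of labelled DR over labelled AL were 18.4 for ELO3, 15.8 for ELO2, 14.1 for SAM1, 6.88 for SAM2 and 1.36 for ELO1. For ELO2, raising its signal on the array labelled AL to background brought the ratio to 6.91.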

Of note among genes differentially expressed during DR, only two DR-essential homologous groups are shared in common by yeast, worm and fly: homologs of a fatty-acid elongase, and S-adenosylmethionine synthetase activity (Table S11). Experimental data support the importance of these two categories for which GenDR and DR-induced differential expression agree: (1.) worms with RNAi-suppressed fatty-acid elongase activity have increased lifespan, and long-lived *C. elegans* mutants tend to have shorter fatty-acid chains in proportion to their longevities [28]; and (2.) knockdown of the nematode SAM synthetase gene, *sams-1*, extends adult lifespan [29], [30], and also in yeast *SAM1* deletion extends lifespan [31]. However, DR-essential genes in yeast are no more likely to be differentially expressed than expected by chance (30 of 70 DR-essential genes among the DR-differentially expressed genes; hypergeometric p-value = 0.6) at a threshold of two-fold change.

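Of the 30 DR-essential genes that Table S6 lists, 29 had a measured value and 28 of these were past 2-fold, 13 higher on the array labelled DR and 15 higher on the array labelled AL. The study put only genes past 2-fold on these arrays in that table, so the count is not independent evidence. PCK1, the key enzyme of gluconeogenesis, had a signal of 115.2 on the array labelled DR and 3678 on the array labelled AL. NDE2, an external NADH dehydrogenase of mitochondria, had 114.5 and 2836, ATG11, an adaptor of selective autophagy, had 328.0 and 1041, and TCO89, a subunit of TORC1, had 456.0 and 1167. HDA1, a histone deacetylase, stood the other way with 633.4 and 172.3, as did NPT1 of NAD salvage (2926 and 773.6) and the ribosomal protein gene RPL31A (4669 and 1127). HXT17 was the gene within 2-fold, with 9.82 and 13.3 as the mean over its probe sets. The list of all 70 DR-essential genes was not used here, so no overlap was tested.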

### Transcription Factors Governing the DR Signatures in Yeast

To unravel the relationship between DR-essential genes and differential expression upon DR we utilized a gene regulatory network (transcription factor – target gene interactions [32], [33]; a subcategory of our integrated network) in yeast to identify candidate transcription factors responsible for the differential expression upon DR. Our criteria were factors which, firstly, regulate DR-differentially expressed genes with a high specificity, and secondly, interact with DR-essential genes either at the physical or genetic level. Transcription factors which had very high specificity (i.e. specific/total interactions, in %) for controlling DR-induced genes included not only factors involved in nutrient-sensing (e.g. Msn2/4 (26%), Gis1 (53%), Mig1 (40%)), and stress response (e.g., Hsf1 (34%)), both of which are known to be important for DR-lifespan extension, but also meiotic transcription factors such as Ime1 (41%), Ume1 (75%), Ume6 (38%) and Ndt80 (26%) (Table S12).

Yeast sequences upstream (within 500 bp) of the promoter regions of genes displaying >2-fold differential expression under DR were examined for motif enrichment (by hypergeometric test) and indeed, upregulated genes are significantly enriched for a number of upstream regulatory elements: STRE (stress-response element), PDS (post-diauxic shift) element, URS1 (upstream regulatory sequence 1), and MSE (middle-sporulation element) including the motifs of Ume6, Ime1 and Ndt80 (Tables S13, S14, S15). Interestingly, URS1 as well as motifs of Ume6, Sum1, Ndt80, and Ime1 are even enriched in the upstream sequences of the full set of DR-essential genes (Table S16). Also, in another signature of DR [24], meiotic transcription factor binding motifs were significantly enriched in the 500 bp upstream regions of DR-induced genes. For instance, YGNCACAAAW (NDT80) was present upstream of 14 genes, of which 11 are DR-induced genes (p-value = 0.0025, q-value = 0.029). NDT80 transcript levels increase as a function of the strength of DR [34] and at 0.5% glucose concentration in our own DNA-microarray data, were found to be 2.6-fold elevated.

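NDT80, the transcription factor that turns on the middle genes of meiosis, had a signal of 27.4 on the array labelled DR and 72.5 on the array labelled AL, a 2.65-fold difference. Both signals lay under the background taken from genes that are silent in alpha cells. They lay above the 95th percentile of probe sets named for a gene outside the S. cerevisiae gene table, which was 11.7 on the array labelled DR and 11.5 on the array labelled AL.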

### DR–Essential Genes Are Triggered by Lifespan-Extending Spermidine

Comparing different longevity interventions for their commonly regulated processes may allow us to pinpoint the gene expression changes most essential for lifespan extension. Similar to DR, treatment with the polyamine spermidine extends lifespan in multiple model organisms such as yeast, worm, fruit fly, as well as in human cells *in vitro* [35].

We found that, in yeast [36], spermidine treatment causes differential expression of DR-essential genes more often than expected by chance: at a threshold of two-fold change, 15 of the 70 DR-essential genes were among the 727 spermidine-differentially expressed genes (hypergeometric p-value = 0.003). This effect appears to be very specific as there was no enrichment observed among genes induced by spermine, another polyamine, which has not to our knowledge been shown to affect lifespan. Moreover, DR and spermidine signatures regulate an overlapping set of genes (far more likely than expected by chance): at two-fold change, 323 of 727 spermidine-differentially expressed genes were among the 2560 DR-differentially expressed genes (hypergeometric p-value = 4·10^−4^), whereas genes regulated by DR and spermine did not overlap more than expected by chance at any cut-off (e.g. hypergeometric p-value = 0.69 for two-fold changes).

Comparison of the transcriptional signatures of DR (derived from our own DNA-microarray data) and spermidine treatment by looking for common functional enrichment terms among genes differentially expressed with DR and spermidine, indicates that both DR- and spermidine-upregulated genes are highly enriched in *sexual sporulation* (*p*_B_<10^−3^), *peroxisome* (*p*_B_ = 10^−3^), *mitochondrion* (*p*_B_<0.02) and *ubiquitin conjugation pathway* (*p*_B_<10^−3^) and downregulated genes are enriched in *sterol metabolic process* (*p*_B_<0.05) as well as *pentose transmembrane transporter activity* (*p*_B_ = 0.014). 

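Spore formation genes were mostly low on both arrays, with 28 of 38 under background on both. Among the 10 others, 5 were more than 2-fold higher on the array labelled AL and 1 on the array labelled DR. Among the 28 genes, 8 and 4 were past 2-fold in these directions, and the background is itself higher on the array labelled AL. SPS100, a spore wall protein, had a signal of 57.7 on the array labelled DR and 2395 on the array labelled AL, and GIP1, a phosphatase subunit needed for spore walls, had 93.6 and 1342. SPS4, another sporulation gene, stood the other way with 132.5 and 41.1, which reversed with signals under background raised to it. The median log2 ratio (labelled DR over labelled AL) was −0.62, at percentile 4.60 of the random lists.
Ubiquitin and its conjugating enzymes were mixed, with 2 of 13 genes more than 2-fold higher on each array (median −0.21, percentile 43.9). UBC8, which marks fructose-bisphosphatase for degradation, had 1254 and 4587, and UBC5 had 267.3 and 1197. UBC4, a close relative of UBC5, stood the other way with 5608 and 2148, as did UBC12 with 210.6 and 104.2, whose log2 ratio became −0.42 with signals under background raised to it. That background is higher on the array labelled AL.
Hexose transporters, some of which also carry pentoses, and glucose sensors split by gene. HXT3, a low-affinity glucose transporter, had 5849 on the array labelled DR and 141.2 on the array labelled AL, HXT2 had 3444 and 287.7, and HXT4 had 5531 and 595.1. HXT5, the transporter of slow-growing cells, had 76.6 and 7126, and the glucose sensor RGT2 had 93.9 and 361.9. Of 17 genes, 5 were more than 2-fold higher on the array labelled DR and 4 on the array labelled AL, and 9 lay under background on both arrays. Their median log2 ratio was −0.26, which became 0.10 after quantile normalization, 0.22 after removal of the trend on signal and 1.51 without those 9 genes. No spermidine data were analysed here.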

The set of common functional terms enriched by both spermidine and DR treatments (at a 1.5-fold-change threshold) revealed that both induce *autophagy*, *heat response* and *sporulation* (Tables 3 and 4). 

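At 1.5-fold, autophagy genes stood mostly higher on the array labelled AL: 20 of 34 genes were past the threshold that way and 2 the other way, and the median log2 ratio was −0.83 (percentile 0.70 of the random lists). ATG39, a receptor for autophagy of the nuclear envelope, had a signal of 159.8 on the array labelled DR and 1634 on the array labelled AL, and ATG36, a receptor for autophagy of peroxisomes, had 222.7 and 1763. ATG13, a subunit of the initiating kinase complex, stood the other way at 747.2 and 219.5. Of the heat response genes, 9 of 30 were past 1.5-fold higher on the array labelled AL and 5 on the array labelled DR, with HSP31, a methylglyoxalase and chaperone, at 742.4 and 3805 and SSE1, an HSP110, at 6614 and 2564. Of the spore formation genes, 19 of 38 were past 1.5-fold higher on the array labelled AL and 5 on the array labelled DR, most of the list lying under background on both arrays.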

Spermidine treatment leads to both a significant induction and suppression of sporulation/meiosis genes (Table S17) and strikingly similar to DR, induces *NDT80* expression.

**Table 3:** Terms associated with DR and spermidine upregulated genes.

Term	analytic p-value	z-method p-value
GO:0034605∼cellular response to heat	9.18e-13	6.8e-13
GO:0009266∼response to temperature stimulus	8.6e-11	2.23e-10
GO:0009408∼response to heat	4.45e-10	3.48e-10
GO:0006914∼autophagy	7.14e-11	4.12e-09
GO:0009628∼response to abiotic stimulus	2.48e-08	9.56e-08
peroxisome	1.4e-06	2.75e-06
GO:0055114∼oxidation reduction	1.26e-3	1.08e-3
GO:0033554∼cellular response to stress	5.38e-3	3.05e-3
GO:0030437∼ascospore formation	8.39e-3	4.33e-3
GO:0034293∼sexual sporulation	8.39e-3	4.33e-3
GO:0043935∼sexual sporulation resulting in formation of a cellular spore	8.39e-3	4.33e-3
GO:0016042∼lipid catabolic process	7.83e-3	4.94e-3
sporulation	0.001	8.41e-3
GO:0005628∼prospore membrane	0.002	8.74e-3
GO:0042763∼intracellular immature spore	0.002	8.74e-3
GO:0042764∼ascospore-type prospore	0.002	8.74e-3
GO:0043167∼ion binding	0.003	0.002
GO:0043169∼cation binding	0.004	0.002

Specific terms are significantly upregulated in both DR and spermidine treatment.

**Table 4:** Terms associated with DR and spermidine downregulated genes.

Term	analytic p-value	z-method p-value
gpi-anchor	4.05e-08	3.26e-08
GO:0009277∼fungal-type cell wall	2.44e-07	1.43e-07
glycoprotein	3.65e-07	1.88e-07
GO:0005576∼extracellular region	1.63e-06	7.15e-07
glycosylation site:N-linked (GlcNAc…)	1.48e-06	7.55e-07
GO:0031225∼anchored to membrane	2.95e-06	1.5e-06
GO:0005618∼cell wall	3.47e-06	1.81e-06
GO:0030312∼external encapsulating structure	3.47e-06	1.81e-06
cell wall	3.46e-06	1.96e-06
propeptide:Removed in mature form	3.94e-06	2.21e-06
Secreted	1.37e-05	6.9e-06
topological domain:Extracellular	2.36e-05	2.07e-05
cross-link:Glycyl lysine isopeptide (Lys-Gly) (interchain with G-Cter in ubiquitin)	6.44e-3	3.11e-3
isopeptide bond	0.001	6.06e-3
sce00260:Glycine, serine and threonine metabolism	0.001	8.49e-3
cell membrane	0.002	0.001
GO:0006414∼translational elongation	0.002	0.001
ubl conjugation	0.007	0.004

Specific terms are significantly downregulated in both DR and spermidine treatment.

### Comparing DR Interactomes

The validation of vacuole mutants and the responses of DR-essential genes to longevity manipulations support the biological relevance of predictions based on the DR-interactome. To further study conserved mechanisms of DR-induced life-extension, we next integrated and analyzed interactome and transcriptome data (Figure 3). The interactomes of yeast, worm and fly were integrated with their respective DR-triggered gene expression changes and condensed interaction networks were generated via the *ExprEssence* algorithm [37]. These networks were further condensed until the representative graph contained approximately 1,000 genes. Two graphs for each species were created, one containing only startups (induced interactions), while the other contained only shutdowns (suppressed interactions), thus partitioning the interactions of up- and down-regulated genes, respectively. Next, DAVID was used to retrieve the functionally enriched terms for each graph, retaining only the terms common to either all startups or all shutdown networks which surpass a *p*_B_<0.05. Subsequently, p-values were combined across all three species (Tables 5 and 6; see Materials and Methods). Suppressed interactions were enriched for terms associated with translation such as *ribonucleoprotein*, *structural molecule activity* and *ribosome*. This is consistent with previous observations that down-regulation of translation or ribosomes extends lifespan in diverse organisms from yeast to mammals [38]–[41]. Stimulated interactions mostly occurred between genes involved in modifying chromatin structure such as *chromatin regulator*, *chromatin modification*, and *chromosome organization*, genes associated with *reproductive developmental/cellular processes* as well as *cell cycle* and *stress response*. Strikingly, the majority of these cell-cycle-associated genes are involved in *meiosis* with p-values of <10^−19^, <10^−46^, and <10^−5^ for yeast, worm, and fly, respectively (Table S18).

**Figure 3:**
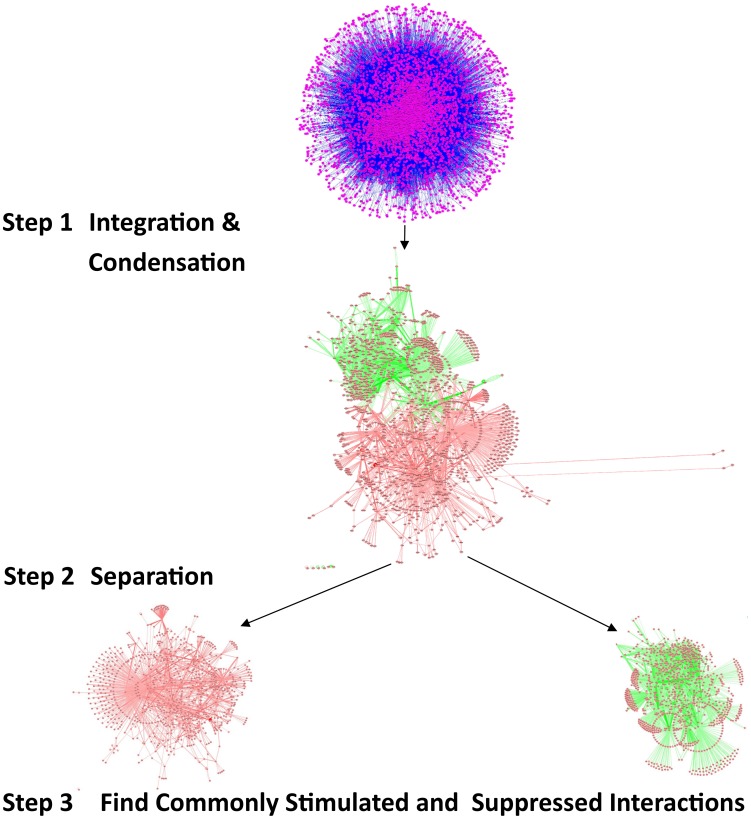
Comparing the influence of gene-expression changes upon DR, in multiple interactomes. The interactomes of yeast, worm, and fly were integrated with gene expression information upon DR and condensed interaction networks generated via the *ExprEssence* algorithm (Step 1). Interaction networks restricted to either suppressed or stimulated interactions for each species were created (Step 2). The suppressed and stimulated networks were then separately compared for common significant functional enrichments (Step 3). Functional terms which were common to suppressed and induced interactions upon DR in yeast, worm, and fly are listed with their respective p-values (Tables 5 and 6).

**Table 5:** Terms associated with DR-stimulated interactions in the comparative interactomic changes upon DR.

Term	analytic p-value	z-method p-value
phosphoprotein	1.59e-57	7.36e-43
nucleus	7.21e-52	7.53e-29
serine/threonine-protein kinase	2.04e-37	4.2e-28
GO:0003006∼reproductive developmental process	2.26e-28	1.05e-24
kinase	1.37e-39	1.16e-24
GO:0007049∼cell cycle	9.09e-43	1.46e-23
nucleotide-binding	5.22e-47	3.56e-22
GO:0022402∼cell cycle process	8.01e-36	3.13e-21
IPR002290:Serine/threonine protein kinase	1.21e-26	6.28e-21
GO:0019953∼sexual reproduction	3.29e-28	1.47e-20
atp-binding	4.65e-44	1.02e-19
nucleotide phosphate-binding region:ATP	2.3e-21	2.62e-18
GO:0051276∼chromosome organization	3.19e-18	5.31e-17
chromatin regulator	5.46e-18	6.66e-17
GO:0016568∼chromatin modification	1.67e-18	6.1e-16
GO:0048610∼reproductive cellular process	6.72e-16	1.44e-14
ATP	4.81e-15	2.43e-14
GO:0042802∼identical protein binding	5.67e-13	6.46e-12
GO:0044257∼cellular protein catabolic process	8.27e-12	5.53e-11
coiled coil	1.26e-11	8.29e-11
GO:0010605∼negative regulation of macromolecule metabolic process	7.1e-11	3.43e-10
GO:0010629∼negative regulation of gene expression	6.49e-11	4.07e-10
GO:0005694∼chromosome	1.97e-09	4.98e-09

Defined terms are associated with induced interactions by DR commonly across different species (yeast, worm, and fly).

**Table 6:** Terms associated to DR-suppressed interactions in the comparative interactomic changes upon DR.

Term	analytic p-value	z-method p-value
phosphoprotein	5.96e-103	1.51e-42
cytoplasm	7.74e-79	2.41e-30
nucleus	1.6e-50	3.11e-30
nucleotide-binding	5.01e-47	3.5e-30
ribonucleoprotein	2.62e-92	2.03e-29
GO:0030529∼ribonucleoprotein complex	7.06e-93	7.71e-29
GO:0043228∼non-membrane-bounded organelle	9.01e-88	7.94e-28
GO:0043232∼intracellular non-membrane-bounded organelle	9.01e-88	7.94e-28
GO:0005198∼structural molecule activity	1.15e-34	1.08e-27
atp-binding	4.67e-31	2.29e-25
rna-binding	5.37e-36	8.38e-22
GO:0044445∼cytosolic part	4.58e-56	2.09e-20
ATP	2.28e-20	2.99e-19
ribosome	3.42e-41	4.6e-19
GO:0042802∼identical protein binding	5.09e-16	1.95e-14
GO:0000166∼nucleotide binding	2.06e-14	2.1e-13
ubl conjugation	1.18e-11	5.58e-11

Defined terms are associated with suppressed interactions by DR commonly across different species (yeast, worm, and fly).

In accordance with the functional enrichment analysis of DR-essential networks (Table S3), the comparative interactomics changes suggest that DR both stimulates and suppresses interactions associated with *phosphoproteins* and *nucleus* (Tables 5 and 6). To unravel the relationship between these two broad terms we identified all kinases and phosphoproteins in yeast known to be localized in the nucleus (using Gene Ontology annotation), that are either up- or down-regulated upon DR (Table S19). 

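Of 81 genes of nuclear kinases and their regulators in Table S20, 80 had a measured value. At 1.5-fold, 24 were higher on the array labelled AL and 26 on the array labelled DR. PRR2, a kinase that acts on pheromone signaling, had the largest difference, with a signal of 63.4 on the array labelled DR and 5854 on the array labelled AL. CTK2 and CTK1, subunits of a kinase of RNA polymerase II, had 224.9 and 1158 and 290.7 and 809.9. PKH2, a kinase of sphingolipid signaling, had 325.8 and 1508. Cyclin genes stood on both sides. PCL7 and PCL5, cyclins of the kinase Pho85, had 710.7 and 2401 and 628.2 and 1562, while the cyclin gene CLB1 of mitosis had 1136 on the array labelled DR and 252.2 on the array labelled AL. Also higher on the array labelled DR were FAR1, an inhibitor of G1 cyclin complexes (1023 and 139.8), and CLB6, a cyclin gene of S phase (280.5 and 22.4). With signals under background raised to it, 14 genes were higher on the array labelled DR, and CLB6 no longer differed, with a log2 ratio of −0.0056. That background is higher on the array labelled AL, which lowers such ratios by construction.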

The induced and suppressed nuclear kinases (Table S20) are significantly enriched for *meiosis* (each *p*_B_<10^−4^; Table S21). 

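RIM15, which activates meiotic entry on nutrient loss, had a signal of 269.9 on the array labelled DR and 551.6 on the array labelled AL, SNF1, the yeast AMP-activated kinase, had 1184 and 1815, and SPS1, a kinase of spore wall formation, had 35.2 and 102.0. MEK1, a kinase of the recombination checkpoint, had 21.1 and 39.5, and with SPS1 it lay under background on both arrays. The cyclin genes CLB5 and CLB4, which also act in meiosis, were higher on the array labelled DR, with 186.3 and 128.0 and with 342.2 and 162.3, their signals on the array labelled AL being under background. That background is higher on the array labelled AL (281.6) than on the array labelled DR (129.4). With those signals raised to background, CLB5 was higher on the array labelled AL and CLB4 lay within 1.5-fold. Both changes follow from that level and say nothing about these genes. G1 cyclins, which hold cells in the mitotic cycle and repress meiotic entry, had higher signals on the array labelled DR. CLN1 had 467.5 on the array labelled DR and 126.4 on the array labelled AL, CLN2 had 797.9 and 80.3, and CLN3 had 2003 and 805.1, and the signals of CLN1 and CLN2 on the array labelled AL lay under background. The protein kinase A subunits TPK2 and TPK3, which also repress meiotic entry, lay within 1.5-fold, at 1860 and 2321 and at 523.7 and 541.0. These genes of Table S20 are examples, since no list of positive and negative regulators of meiosis was fixed and no tally was made.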

While most of the induced nuclear kinases are positive regulators, the suppressed nuclear kinases are mainly negative regulators of meiosis, indicating that DR in yeast promotes the initiation of meiosis. Interestingly, yeast genes associated to *meiosis*, according to Gene Ontology (161 genes), had an overall average gene expression increase of 2.7 upon DR (higher than expected by chance; Mann Whitney U test p-value = 0.002) and together with all their interaction partners were on average 2-fold upregulated (Mann Whitney U-test p = 0.003). 

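Meiosis genes were mostly low on both arrays, with 29 of 45 under background on both, a level that is itself higher on the array labelled AL. Among the 16 genes above background on at least 1 array, 5 were more than 2-fold higher on the array labelled AL and 1 on the array labelled DR, and among the 29 others, 13 and 1. DMC1, the meiotic recombinase, had a signal of 68.5 on the array labelled DR and 637.5 on the array labelled AL. DOT1, a histone methyltransferase of the meiotic checkpoint, stood the other way at 368.4 and 76.9. Its signal on the array labelled AL lay under background, so the size of this difference is uncertain. The mean of the linear ratios was 0.843 for labelled DR over labelled AL, and the mean of the inverse ratios was 2.65, with a median of 1.55 and a geometric mean of 1.72. A few high ratios can give such a mean: for the nuclear kinases of Table S20 it was 2.49, with a median of 1.02. With signals under background raised to it, the mean for labelled DR over labelled AL was 0.519, which follows in part from the unequal levels. Without CSM4, which acts in meiotic telomere movement and was singled out after its value was seen as the gene with the largest inverse ratio, the mean of the inverse ratios was 2.29 over 44 genes. The median log2 ratio of −0.63 lay at percentile 3.18 of the random lists. The list was drawn from textbook knowledge and is shorter than the Gene Ontology list that the paper used, and interaction partners were not analysed here. From the roles of the induced and suppressed nuclear kinases, the paper reasons that DR promotes the initiation of meiosis, and it reports the average over meiosis genes beside this.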

Induced nuclear phosphoproteins (i.e. substrates of kinases) are enriched for *protein phosphatases* (*p*_B_<10^−23^), *ER-nuclear signaling* (*p*_B_<10^−4^), *MAPK signaling*, *Mn* (*p*_B_<10^−4^), *sexual reproduction*/*reproductive cellular process* (*p*_B_<6·10^−3^/0.03) (Table S21), while suppressed nuclear phosphoproteins were only enriched for *protein phosphatases* (*p*_B_<10^−10^) (Table S22).

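Protein phosphatases among the nuclear phosphoproteins of Table S22 stood on both sides. Of 25 genes, all measured, 12 were past 1.5-fold higher on the array labelled AL and 6 on the array labelled DR. PTP3, a tyrosine phosphatase that inactivates MAP kinases, had a signal of 149.2 on the array labelled DR and 1021 on the array labelled AL. MSG5, a phosphatase of pheromone and cell integrity signaling, had 337.1 and 899.8, and NEM1 of the nuclear envelope had 467.8 and 1294. Higher on the array labelled DR were PTC2, a type 2C phosphatase that restrains the unfolded protein response (2243 and 429.2), PPT1 (432.1 and 69.3) and YVH1 (267.1 and 16.2). The signals of PPT1 and YVH1 on the array labelled AL lay under background. With signals under background raised to it, YVH1 had a log2 ratio of −0.076, and that background is higher on the array labelled AL. The median log2 ratio (labelled DR over labelled AL) of the 25 genes was −0.56. The list was taken from the study's table, which gives every such gene with its ratio.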

An interaction network of these kinases in yeast and their direct interaction partners restricted only to direct physical interactions in the nucleus was generated (Figure 4). *IME2*, which is the second most-upregulated nuclear kinase upon DR (Table S19), acts on the induced transcription factors *IME1* and *NDT80* as well as on the suppressed *SUM1*. 

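IME2, the kinase that drives entry into meiosis, had a signal of 127.2 on the array labelled DR and 944.9 on the array labelled AL. The ratio of 7.43 (labelled AL over labelled DR) was the second highest of the 80 kinase genes measured, after PRR2. IME1, the master activator of meiotic entry, had 139.7 and 199.4, within 1.5-fold, and on the array labelled AL it lay under background. SUM1, a repressor of middle meiotic genes, stood the other way with 1362 and 816.7, a ratio of 1.67 for labelled DR over labelled AL.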

In *C. elegans*, induced kinases were also enriched among other terms for *female meiosis* (*p*_B_<0.03; Table S23). In line with the enrichment of reproduction-related terms in the DR-essential network (Table S3) in *Drosophila*, induced kinases restricted to the nucleus were enriched for *female gamete generation*/*sexual reproduction*/*regulation of cell cycle*/*multicellular organism reproduction* (*p*_B_<5·10^−3^/0.02/0.02/0.02; Table S24). Finding upregulation of reproduction-related genes is surprising given the known suppressive effect of DR on reproduction [42].

**Figure 4:**
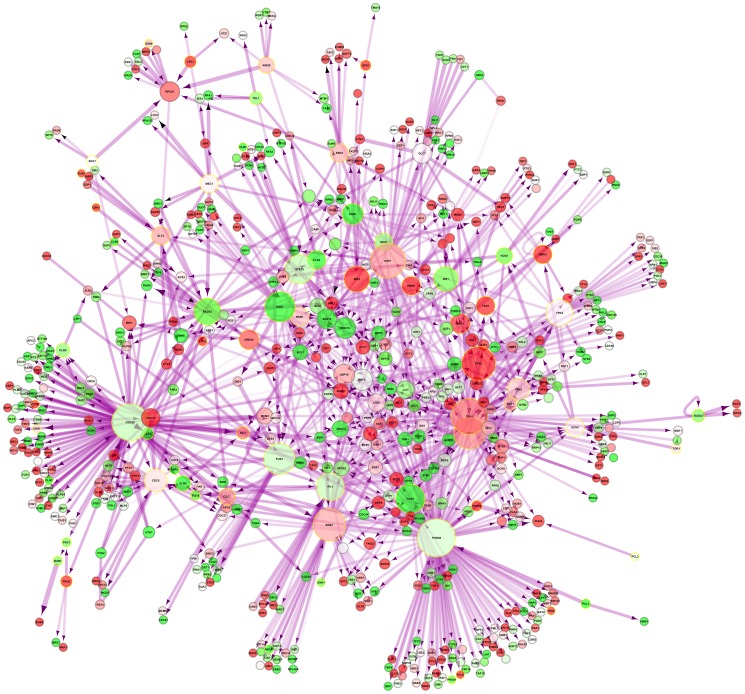
Nuclear phosphorylation network of yeast. DR–upregulated genes are shown in red and downregulated genes in green. Kinases are marked by a golden halo.

## Discussion

### A Database and Analysis of Genes Essential for DR Life-Extending Effects

Understanding the genetic basis of DR is of great importance not only to help elucidate mechanisms of aging but also to understand how diet can influence aging, longevity, health, and age-related diseases, which may have major human therapeutic applications [1], [6]. DR-essential genes are no doubt crucial pieces of the puzzle to solve the mechanism of DR [1], [2], [17], but to date they have not been studied as a unified system. To address the need for a more systematic study of the mechanisms of DR-conferred lifespan extension, we created GenDR, the first database of DR-essential genes and indeed the first database of DR-related genes. GenDR provides manually-curated information on genetic mutations which interfere with the pro-longevity effect of DR as well as their respective homologous genes in the major model organisms and humans. Because different genes appear to be important in different regimens and there are conflicting findings regarding some of them, different DR regimens across multiple model organisms are covered, allowing researchers to focus on their preferred system. With the growing importance of network biology, functional genomics and systems biology to study aging and DR [6], GenDR will be a valuable tool for researchers to study the genetic and molecular mechanism of DR as evidenced by our validation of vacuole mutants (Figure 2) and gene regulatory inference (Table S16).

Our study of the molecular evolution of DR-essential genes (Figure 1) showed conservation at the molecular level reflecting the observation that DR extends lifespan in various evolutionarily distant organisms. Interestingly, DR-essential genes had lower dN/dS ratios than expected purely by chance, as well as lower dN and dS values. This could indicate that natural selection has constrained not only the amino acid sequences, but also the nucleotide sequences which may include regulatory elements. The molecular interaction data support the observation that DR-essential genes are conserved across vast evolutionary distances, as genes with relatively high degree, i.e. hubs, are more ancient and evolve more slowly than genes that encode non-hub proteins [43]–[45]. One caveat of this analysis is that these results may also reflect a bias in the selection of genes, as researchers tend to study genes which have orthologs and have been shown to affect DR in other organisms. Similarly, the result that DR-essential genes interact with each other more than expected by chance might also be affected by selection bias, as genes studied in the context of DR are often part of similar or closely interacting biological pathways (e.g. insulin/IGF1 signaling and TOR). Also, both DR-mechanism and aging-effect genes tend to be enriched for signal-transduction genes, especially those which are well known to be highly conserved [46].

### Network Analyses Reveal Novel DR–Essential Genes and Candidate Mechanisms

Our network analyses successfully predicted novel DR-essential genes in yeast. This illustrates that it is possible to associate *in silico* genes that are of interest in a DR context, with other, little-known genes, and derive testable new hypotheses. Network analyses based on GenDR have therefore the capacity to implicate new genes related to lifespan extension by DR. In particular, we identified eight novel vacuole-related DR-essential yeast genes that impair DR-mediated longevity when deleted, of which three (*OPT2*, *FRE6,* and *RCR2*) extended lifespan in AL and prevented any further lifespan-extension by DR. Although the genome-wide frequency of DR-essential genes is unknown, finding 8/9 of such genes with 3/9 extending lifespan in AL is likely much more than expected by chance and illustrates the utility of our method. These genes had been previously implicated in drug detoxification (*OPT2*), transition metal ion homeostasis (*FRE6*) and endosomal-vacuolar trafficking of plasma membrane proteins (*RCR2*, *VPS20*, *GTR1*, *SLM4*) as well as a vacuolar membrane protein *DAP2*, plus a protein of unknown function (*YDL180W*). Comparing localizations of the proteins encoded by these genes with the known DR-essential genes in our database revealed endocytosis as one target of DR (Figure 5). Moreover, the different effects on lifespan of mutants missing these newly identified DR-essential genes (Table 2) prompted us to speculate on the function of each endocytic step in longevity.

**Figure 5:**
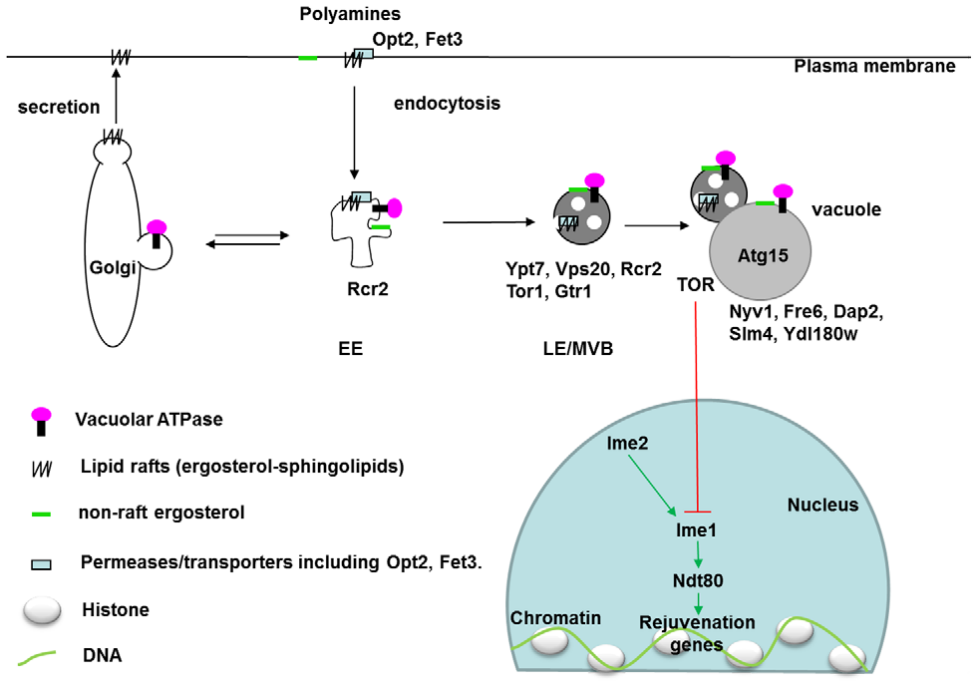
Localization of vacuole-related DR–essential proteins and lipids in yeast cells. In response to environmental triggers such as DR, membrane transporters (Opt2 and others) on the plasma membrane are endocytosed through lipid rafts (ergosterol-sphingolipids) after ubiquitinylation. On early endosomes, proteins and lipids are sorted to late endosomes, Golgi, or other organelles. In late endosomes, different endosomal sorting complexes required for transport (ESCRT) push the target proteins with their membranes into the lumen of late-endosome, or multivesicular bodies (MVB). Matured MVB can fuse with vacuoles, within which proteases and lipases (Atg15) degrade target proteins and lipids. In mammalian cells, maturation of late endosomes is essential for activation of the master regulator for growth, the mammalian target of rapamycin 1 (mTORC1). In yeast cells, TORC1 suppresses meiotic transcription factors which are normally only active during gametogenesis [110]. The inhibitory effects of DR on TORC1 thus activate these rejuvenation genes. EE: early endosome. LE: late endosome. MVB: multivesicular body. Black arrows indicate movement of vesicles. DR-essential proteins are labelled in their localized organelles. Localization data were extracted from the SGD database. Ypt7 localization on late endosomes was reported by [111]. Green arrows indicate activation and a red line indicates an inhibitory effect.

Cells take up nutrients through plasma-membrane transporters including oligopeptidase transporter Opt2 and ferrous transporter Fet3. Secretion and endocytosis determine the fate of these transporters depending on environmental cues (Figure 5). Both secretion and endocytosis depend on the lipid composition of membranes. Blocking ergosterol synthesis (erg6Δ) halts the degradation of Tat2, the high-affinity transporter of tryptophan, and traps it in late endosomes (or multivesicular bodies) [47]. Nutrient transporters destined for degradation in vacuoles are ubiquitinated by Rsp5 (a DR–essential ortholog of *C. elegans* WWP-1 [48]) on the plasma membrane or endosomes [49]. Ubiquitinated cargoes are sorted to late endosomes, where endosomal sorting complexes required for transport (ESCRT) work sequentially to encapsulate the ubiquitinated transporters within the endosomal lumen. Vps20 is a component of ESCRT III, which seals the membranes [50]. Our identification of *VPS20* as a DR-essential gene may suggest the involvement of late endosomes in longevity. In support of this possibility, a screen for mutants that shorten yeast chronological lifespan also revealed a critical role of the late endosome [51], [52].

For several of the mutants tested the lifespan was shorter than wild-type, which indicates that these genes are required for normal longevity and especially for the response to DR (perhaps due to their involvement in endocytosis). There are also four mutants (*opt2Δ*, *rcr2Δ*, *vps20Δ*, *fre6Δ*) with a shorter lifespan on DR than on AL (Table 2), comparable to the “inverse DR” effect reported for *erg6Δ*, *ypt7Δ*, and *nyv1Δ* mutants [23]. These mutants are all likely to be blocked in the maturation of late endosomes. Deletion of Rcr2 or blockage of ergosterol synthesis (*erg6Δ*) led to accumulation of endocytic vesicles (or a special subset of apparent vacuoles as visualized by the dye FM4-64) that are unable to fuse with other vacuoles, and to the apparent formation of highly fragmented vacuoles (Figure 2B; also see Figure 4B of [23]). The fact that deletion of the plasma membrane transporter *OPT2* also results in fragmented vacuoles [53] may indicate improper fusion between late endosome and vacuoles. The maturation of late endosomes also depends on the proton gradient across the membrane, which is maintained by a membrane H^+^-ATPase. *FRE6* deletion could impair metal-ion efflux and consequently decrease cytosolic iron and copper levels [54]. Copper ions control the activity of membrane H^+^-ATPase activity [55]. As such, endocytosis appears to be essential for normal lifespan under AL and especially for the lifespan-extension response under DR conditions. Endocytosis may for instance remove damaged plasma membrane proteins, and in higher organisms even intercellular debris.

In addition to implicating the plasma-membrane-endosome-vacuole pathway as one target of DR, the longevity of three mutants (*opt2Δ*, *fre6Δ*, an*d rcr2Δ*) under AL (Table 2) reveals a putative novel controlling mechanism of the target of rapamycin complex 1 (TORC1). *OPT2* and *FRE6* exhibit negative genetic interactions with *TOR1* [56] and *TCO89* [57], respectively, both of which encode components of TORC1. A negative genetic interaction usually suggests a cooperative relationship [57]. Rcr2 interacts with Ypt7 in a yeast 2-hybrid assay [58]. While it is not known to be true in yeast, the mammalian ortholog of Ypt7, Rab7, is essential for mammalian TORC1 activation [59]. It is thus tantalizing to speculate that TORC1 may be partially inactivated in *opt2Δ*, *fre6Δ*, or *rcr2Δ* strains. Considering that part of TORC1 is on the vacuolar and endosomal membranes [60], it is not surprising to observe that some vacuolar membrane mutants affect the activity of TORC1. Another beneficial effect of *opt2Δ* in longevity might be the uptake of life-extending polyamines (see also [61]).

### Transcriptional Changes upon DR and Their Regulators

There was only a slight enrichment of DR-essential genes among those differentially expressed during DR. This is not unexpected, since DR-essential genes are likely to lie upstream in the DR-longevity pathway, whereas most genes expressed differentially upon DR would tend to lie downstream in an effector cascade. It is also possible that many DR-essential genes mediate their effects on lifespan via transient expression, changes in protein levels, or in biochemical activities that are not reflected in analyses of mRNA levels. The fact that we did not differentiate between the various DR regimens would also dilute the enrichment of essential genes shared by multiple pathways. Nonetheless, numerous DR-essential genes show strong changes at the transcriptional and/or translational level, which may correspond to a respective change in the activity level, or might represent a compensatory response to changes in regulation at other levels. For instance, the only validated DR-essential gene in mammals *Ghr*, extends lifespan if deleted and is also found to be downregulated upon DR (Table S10) [62]. Among the DR-essential homologs commonly differentially expressed in all examined species were fatty acid elongases, which extend lifespan when downregulated in *C. elegans* [28]. In addition, DR regulates S-adenosylmethionine synthetase activity at the transcriptional/translational level in multiple species; its product, S-adenosylmethionine (SAM), is the methyl donor for most methylation reactions. A common significant interactor of DR-essential genes was S-adenosylhomocysteinase catalyzing the reversible hydrolysis of S-adenosylhomocysteine (SAH), which in turn is a competitive inhibitor of methyltransferases. SAM and SAH levels, acting via DR-essential *NNT1*/*NNMT* encoding nicotinamide-N-methyltransferase [63], would impact NAD^+^ metabolism and consequently NAD^+^-dependent protein deacetylases (sirtuins) which were also common interactors of DR-essential genes. SAM and SAH levels might also exert pervasive effects via the control of DR-essential ergosterol biosynthesis in yeast, sterol modifications in *C. elegans* (influencing dauer formation), DNA methylation in mammals, as well as histone methylation and polyamine synthesis in all species.

It is clear that diet alters epigenetic marks, resulting in an altered chromatin state that affects gene expression [64], [65]. Our study provides evidence pointing to a fundamental role of chromatin in DR. Chromatin organization was among the most enriched categories of DR-essential orthologous networks in mammals, and most strikingly several terms related to chromatin were enriched among DR-stimulated interactions in the interactomes in multiple species (Table 5). Modified chromatin structure has been proposed as an underlying mediator of aging from yeast to humans [66], and is known to be influenced by diet [67]. Taken together, our evidence implies that an altered chromatin state in DR is a major component of its lifespan-extending mechanism, conserved across diverse species.

Clearly DR works via a conserved mechanism, but how does it interfere with the aging process? A phenomenon that is at least equally ancient and conserved is the intergenerational/meiotic reversal of all age-related changes that had accumulated, and the restoration of lifespan for progeny [68]. Yeast rejuvenation occurs during sporulation (the equivalent of the mammalian gametogenesis) [68], when transient activation of Ime1 or Ndt80 rejuvenates cells and resets their age to “zero” [68]. We found that both Ime1 (1.4-fold) and Ndt80 (2.7-fold) are induced upon DR, leading us to speculate that DR may act on aging via a mild, continuous form of “rejuvenation”. This would explain why switching the feeding regimen leads to a change in the state, rather than the rate, of aging – i.e. it lowers the mortality level almost immediately [69].

It was proposed that polyamine biosynthesis may be essential for meiosis and sporulation [70]. Spermidine and/or spermine are, in fact, required for sporulation [71] and transition into meiosis [72]. Polyamine concentration declines with age in yeast and human cells. Supplementation with spermidine increased lifespan in yeast, worms, flies, and human cells, and a polyamine-rich diet (as well as probiotics that induce polyamine production) decreased mortality in mice [73], [74]. Spermidine treatment results in hypoacetylation of H3K9, H3K14, and H3K18, probably via inactivation of histone acetyltransferases. Inactivation of the responsible histone acetyltransferases extended replicative lifespan and suppressed lifespan extension by spermidine. While spermidine treatment leads to global histone hypoacetylation, histones on specific promoters such as those of autophagy-related genes were actually hyperacetylated and induced in expression [35]. Increasing acetylation levels of H4K5 and H4K12 via deletion of DR-essential protein deacetylase *RPD3* also increased lifespan in yeast and *Drosophila*. Glucose and nitrogen regulate the switch from histone deacetylation to acetylation of early meiosis genes [75]. It is interesting to note that spermidine could only effectively extend replicative lifespan in yeast when treatment was initiated at old ages [35], indicating that it works via a single round of light rejuvenation. Strikingly, genes differentially expressed by DR and spermidine treatment have certain chromatin marks in common, including histone acetylations, while on the global scale they lead to opposing effects (data not shown). As such, it appears that spermidine might be a downstream component of the DR-mediated lifespan extension and chromatin remodeling induced by DR awakens meiotic rejuvenation programs. Intriguingly, induction of interactions between genes annotated with *reproduction*-related terms was the key shared feature of the comparison of DR-interactomes from yeast, worms and flies.

### Concluding Remarks

Given the multitude of changes induced by DR, the study of DR-essential genes and their networks is an important new tool to distinguish those genes and processes that are the “drivers” of the life-extending effects of DR from those that are mere “passengers”. Our GenDR database will therefore be valuable for numerous researchers and we demonstrate that DR is suited for a network-guided approach. As anticipated, DR-essential genes are conserved at the molecular level and interact with each other more than expected by chance. Crucially, our work demonstrates how gene network analyses of DR allow the identification of novel candidates that can be tested experimentally. Our results also indicate important roles for genes involved in endosomal/vacuolar trafficking in DR-lifespan extension and provide new intriguing candidates for further studies in yeast such as *OPT2*, *FRE6*, and *RCR2*. Genome-wide expression data provide further clues of which genes and processes are regulated by DR, and their systematic integration in interaction networks was initiated in this study. Moreover, gene-regulatory relationships and sequence-based inference both point to an important role of meiotic transcription factors in DR. Finally, by comparing the effects of DR on the interactomes of multiple species, we discovered that DR suppresses translation while stimulating chromatin reorganization and a defined meiosis-related rejuvenation process, across phyla separated by a billion years of evolution. Many questions still remain. What is the nature of the rejuvenation processes utilized by DR to extend lifespan? What is the exact role of polyamines in DR-induced rejuvenation? Are intracellular polyamine levels increased upon DR? And what factors correspond to the mammalian counterpart(s) of *NDT80*? We hope that our efforts in establishing GenDR will help to unravel the secrets of DR-conferred lifespan extension.

## Materials and Methods

### Database Creation

A list of genes, termed DR-essential genes, which if genetically manipulated (knockout by deletion, or transposition, knockdown by RNA interference, or overexpression of transgenes) interfere with the ability of DR to extend lifespan in model organisms (budding and fission yeast, nematode, fruit fly, and mouse) was compiled from the literature. The focus on genes from genetic manipulations experiments means that the selection procedure for selecting genes related to DR will be more objective and unbiased. Genes were included if they interfere with at least one kind of DR regimen which also includes by definition a shift in the response to food concentration at which lifespan is extended (e.g. *chico* gene). A database (GenDR) was implemented in the relational database management system MySQL and a webpage interface was designed (http://genomics.senescence.info/diet/), as for our other aging-related databases [76]. Each entry in the database contains manually curated comments about literature-based evidence and the reason for inferring an association with DR. If there are conflicting reports for a given gene, our policy is to still include the gene in our database but mention all the conflicting reports and then let visitors make their own mind on how to interpret them. This neutral stance policy is similar to the one we already employ for our GenAge database of aging-related genes. Literature citations and links to PubMed are also given. Further, conserved gene expression changes upon DR in mammals are included, although these have been described in another work [62].

### Molecular Evolution

#### Assembling orthologs

Homologs of genes in the GenDR database were retrieved from the NCBI HomoloGene Database, Ensembl/Biomart, OrthoMCL [77], and InParanoid [78] by merging. Genes are either homologous or not, it is a binary assignment, therefore the union was taken by merging them. For the molecular evolution part specifically only Biomart (Ensembl Genes 57) was used to retrieve tables of orthologs (homologs between two different species) for *Saccharomyces cerevisiae*, *Caenorhabditis elegans*, *Drosophila melanogaster*, *Mus musculus*, *Rattus norvegicus*, *Macca mulatta* and *Homo sapiens*. Information about *Saccharomyces pombe* is not available in Ensembl and this species was therefore excluded from the following analyses. For calculating the presence of orthologs, Ensembl protein identifiers were employed to filter for only protein-coding genes. For a given set of genes, here DR-essential genes, it was counted how many of these genes in one species have also at least one protein-coding homologous gene in all the other species under study. This was also done for all protein-coding genes in each genome and given these two values the percentage of presence of homologs were estimated. All pairwise comparisons for each seed species were averaged and the Poisson p-values calculated.

#### Calculating average dN, dS, and dN/dS ratios

Non-synonymous (dN) and synonymous (dS) nucleotide substitution rates [10], [79] were retrieved from the Ensembl Compara built 65 for the orthologous pairs between a rodent (*M. musculus*), a non-human primate (*M. mulatta*) and humans (*H. sapiens*). Orthologs relationships were restricted to the top-hits of InParanoid. In this sense, we corrected for the number of paralogs which might be a source of bias as big gene families tend to have higher dN/dS ratios. The average values for dN and dS as well as dN/dS ratios for the orthologous relationships of DR-essential genes were compared against those without orthologs of DR-essential genes. In order to avoid biases due to overrepresentation of ancient genes, only genes which had also orthologs in lower model organisms (*S. cerevisiae*, *C. elegans*, or *D. melanogaster*) were selected. Thus, the comparison was between ancient genes which are presumably essential for DR versus ancient genes with no known essential role in DR. The corresponding p-values for differences in dN, dS, and dN/dS were calculated with a Mann Whitney U test.

### Molecular Interaction Information

#### Integration

Interactions datasets were retrieved from IntAct (Download 23.01.2011; http://www.ebi.ac.uk/intact/) [80], DIP (Update 10.10.2010) [81], MINT (Version 2010-12-15 updated on 21/12/2010 11:07:00) [82], BIND (http://baderlab.org/BINDTranslation) [83], BioGRID (Release 3.1.72) [84], MPACT [85], DroID (Version 2010_08), Reactome [86], HPRD (Version 9) [87], PDZBase [88], CORUM [89], iRefIndex (05182010) [90], PhosphoSitePlus (Fri Dec 10 13:43:52 EST 2010) [91], PhosphoGRID [92], I2D (Version 1.8) [93], InteroPORC [94], InterologFinder [95], MiMI [96], [97], PINA (Update March 4, 2010) [98], YeastNet [99], WormNet [100], MouseNet [101], and TF-Atlas [102] preferentially as PSI-MAT or simple tab-delimited flat file format. Interactions were aggregated by using a unified schema consisting of synonyms for each gene/protein, their taxonomy identifiers, interaction type and detection system, PubMed identifiers for references, as well as source databases. For simplification, interactions between molecules other than genes, transcripts, or proteins were omitted and only interactions between genes/transcripts/proteins of the same species were considered.

#### Mapping and merging

Symbols, names, aliases and various identifiers of genes, transcripts and proteins were in the first instance mapped to unique Entrez Gene IDs, Ensembl Gene IDs, UniProt IDs and species-specific IDs (from WormBase, MGI, etc.). Ensembl Gene, UniProt, or species-specific database IDs were if possible converted into Entrez Gene IDs. In a second iteration collected synonyms from Ensembl, UniProt, and species-specific database of genes/proteins with missing Entrez Gene IDs were used as queries to map them to synonymous tables of Entrez. In each mapping the Identifier used had always the highest level of matches. For instance, Entrez Gene IDs were chosen with the highest consensus of all other database-derived synonymous tables.

The mapped interactions were merged to a directional merged interactome if the source and target interactors are the same as well as to an undirectional merged interactome in which all interactions describing the same interacting entities are fused regardless of source or target interactors.

For the integrated, mapped and merged interactions a suitable scoring system was developed. Interactions gain scores for each experimental system type, different interaction detection method that was used, and additionally for each different publication which observed an interaction. Furthermore, if an interaction involves a post-translational modification event it receives a further score.

### Network Analyses

The integrated interaction data was transferred into a rational database, queried with gene lists and networks visualized via custom Python scripts or with the use of Cytoscape [103].

Each gene (candidate) was assessed for the number of interactions (degree) with genes in the query lists (seeds), as well as their total interaction number. As a measure of specificity, we calculated the ratio of specific interaction number with the seeds divided by the total number of interactions for each gene (seeds and candidates), as a percentage, and determined its corresponding p-value (based on the binomial distribution). Genes with a binomial p-value<0.05 were classified as significant interactors. Whether a set of genes has a higher average degree than expected by chance was determined using a Mann Whitney U test. We applied an exhaustively leave-one-out test by repeatedly omitting single genes from the seed list and tested whether the genes were among the significant candidate genes inferred from the remainder. From this procedure the percentage of retrieval was estimated for each of the seed genes by successively omitting each gene, one at a time, from the seed list.

### Correlation of Variables and Multiple Linear Regression

We performed a multiple linear regression analysis focused on human genes which considers three variables: the degree of each gene in the interaction network, the number of species with orthologs, and the mean of its dN/dS ratios with three other mammalian species (*M. musculus*, *R. norvegicus* and *M. mulatta*). Genes with a degree of zero or with no given dN/dS ratios were removed, in order to log transform the data. A Pearson correlation was applied to first check whether any of those variables are correlated with each other. Then we made a regression analysis, by the method of least squares, of each variable against other variables first singly and then for a given variable as a function of the other two. The derived linear equations were used to predict the variables of greatest relevance for the set of DR-essential genes.

### Functional Enrichment Analyses

By a FDR of <5% gene lists were examined using the DAVID bioinformatics resource (http://niaid.abcc.ncifcrf.gov/), under default parameters, to identify overrepresented categories [104]. Gene ontologies were retrieved from Entrez and gene descriptions for yeast genes from Saccharomyces Genome Database (SGD; http://yeastgenome.org/) [105].

### Combining p-Values

To judge the overall significance of a series of experiments, the p-values were combined via two different approaches.

The first method is an analytic solution of the Fisher's test [106]. Briefly, the set point whose probability is equal to that of a set of p-values is the hyperbola:

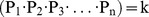

k is the product of a set of p-values k = (x_1_ · x_2_ · x_3_ · … · x_n_), provided that the events described by these p-values are independent of one another. The volume under the surface gives the probability of obtaining a set of p-values as extreme or more extreme than the given set:

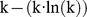

The alternative approach is the z-method as previously described [107], which gives similar, but somewhat more stringent results.

### Lifespan and Vacuolar Morphology Analyses

The replicative lifespan of yeast mutants in the BY4742 (Mat α; his3Δ1; leu2Δ0; lys2Δ0; ura3Δ0) background were measured on different media as described before [23]. The *ad libitum* (AL) medium was YEPD: yeast extract (1%), peptone (2%), agar (2%), and D-glucose (2%). The dietary restricted (DR) medium was yeast extract (1%), peptone (2%), agar (2%), and D-glucose (0.5%). For bud-counting, cells were grown at 30°C and dissected every 100 min. Five to six rounds of bud-counting were performed each day. The aging assay plate was saved at 4°C for overnight and the bud-counting was continued the next day till all cells died, which was diagnosed by either cell lysis or no budding in 2 days. The vacuolar morphology of yeast mutants under AL and DR were measured by FM4-64 labeling and chasing [108]. Briefly, cells were inoculated into AL or DR liquid media (AL: yeast extract (1%) peptone plus (2%) D-glucose; DR: yeast extract (1%) peptone plus (0.5%) D-glucose) and incubated on a shaker (150 rpm) at 30°C overnight. An aliquot of 250 µl of cells were labeled with 6 µl of 2 mg/ml FM4-64 for 1 hour. After washing off the dye, cells were chased in the corresponding medium for 3 hours and then photographed.

Significance of mean lifespan changes were assessed with the log-rank test (a.k.a. Mantel–Cox test) between mutants and wild-type as well as between dietary regimes for each genotype.

### RNA Isolation and Microarray Analyses

Wild-type yeast cells (BY4742) were inoculated into AL or DR liquid media and incubated overnight on a shaker. These seed cultures were then inoculated into fresh media to an initial OD_600_ of 0.01. Cells were grown at 30°C for 12 hours. The final OD_600_ of cultures were 0.85–0.99. Three OD_600_ units of cells were collected and lysed with zymolyase. Total RNA was isolated using the Qiagen RNeasy mini kit as described [109]. Total RNA obtained was between 60 to 100 µg. RNA samples were processed and hybridized with GeneChip Yeast genome 2.0 arrays (Affymetrix Inc., Santa Clara, CA) by Expression Analysis (Durham, NC). The hybridization signals were normalized and analyzed with the Affymetrix statistical algorithms by Expression Analysis. 

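Between the arrays, 1116 of 5449 genes (20.5%) were more than 2-fold higher on the array labelled DR and 1326 (24.3%) were more than 2-fold higher on the array labelled AL, together 2442 genes (44.8%). At 1.5-fold the counts were 1596 and 1943, and at 3-fold 627 and 690. Among the genes with the highest ratio of the array labelled AL over the array labelled DR were GRE1, a stress-induced hydrophilin (53.3 on the array labelled DR and 5632 on the array labelled AL), SPG1, a gene of stationary phase survival (40.1 and 4006), and TKL2, a transketolase (87.6 and 5487). Among those with the highest ratio the other way were ARO4, the first enzyme of aromatic amino acid synthesis (4080 and 82.2), SCW10, a cell wall glucanase-like protein (3476 and 78.2), and NOP58, a core protein of box C/D snoRNPs (4999 and 171.1). The median signal over genes was 522 on the array labelled DR and 617 on the array labelled AL. With signals under background raised to it, a level that is higher on the array labelled AL, 768 genes were more than 2-fold higher on the array labelled DR, and these were 30.5% of the genes past 2-fold, against 45.7% with the signals as deposited. After median centring the share was 51.3%, after removal of the trend on signal 50.9% and after quantile normalization 49.8%, so which array has more such genes depends on the setting.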

By a two-fold cut-off, out of 5716 probed genes 2587 (45.26%) were differentially expressed, with 1413 genes (24.72%) upregulated and 1174 genes (20.54%) downregulated. Full results and raw microarray data are available online at GenDR (http://genomics.senescence.info/diet/Yeast_array.zip), GEO (GSE38635), and ArrayExpress (E-MTAB-1165).

For additional microarray data from yeast (GSE9217), worms (GSE9682), and flies (GSE26726 and GSE16738), GSE files were retrieved from the GEO database, replicates were averaged and fold-changes calculated via custom Python scripts.

### Transcription Factor Identification

Transcription factor–target gene interactions were retrieved from YEASTRACT (http://yeastract.com/). Transcription factors interacting with DR-essential genes were identified and ordered by their specificity or binominal p-value of the ratio of regulated genes with more than two-fold differentially expression upon DR relative to the total number of genes regulated by the same transcription factor. The whole genome (sacCer3) was retrieved from UCSC and regulatory regions (+500 bp sequences from the transcription start site) annotated. Transcription factor binding motifs were integrated from SGD, YEASTRACT, and YFTD (http://biochemie.web.med.uni-muenchen.de/YTFD/YTF_alpha_2.htm), as well as from the literature. Via regular expression it was tested (hypergeometric p-value and FDR q-values) whether a defined motif is significant enriched in the regulatory regions of differential expressed (either up- or down-regulated) genes or set of genes.

## Supporting Information

Figure S1 DR-essential genes have low dN/dS ratios. Mammalian DR-essential orthologs have lower dN/dS ratio than expected by chance.
(TIF)

Figure S2 **DR-essential gene orthologs in humans form a scale-free network.** Degree distribution of human ortholog-complemented DR-essential gene network, as a log-log plot: i.e. log[degree (k)] is plotted against the log of the number of nodes with degree k (n).
(TIF)

Figure S3 **DR-essential genes are more conserved than aging-related genes.** DR-essential genes have a higher abundance of orthologs than aging-related genes.
(TIF)

Figure S4 **DR-essential genes have a higher node degree than aging-related and signaling genes.** DR-essential genes exhibit a high average node degree relative to aging-related genes or signaling genes.
(TIF)

Table S1 **Mammalian DR-essential orthologs have lower dN/dS ratio than expected by chance.** For each species pair the non-synonymous (dN) and synonymous (dS) substitution rate as well as their ratio (dN/dS) are given for both DR-essential gene orthologs and other conserved genes as control.
(XLS)

Table S2 **Comparing DR-essential genes and aging genes for enrichment in signaling genes.** The enrichment of signaling genes among the DR-essential and aging genes are compared to each other and assessed via a hypergeometric test.
(XLS)

Table S3 **DR-essential gene/orthologs networks are functionally enriched for phosphorylation signaling.** A, For each species the significant genes were analyzed for enrichment of functional terms (OC = Orthologous Complemented). B, Significant functional terms shared by all the species from A.
(XLS)

Table S4 **Top ten DR-essential gene candidates.** DR-essential gene candidates were predicted by using as seeds either DR-essential genes (A) or DR-essential genes complemented with orthologs of DR-essential genes from other species (B).
(XLS)

Table S5 **Enriched clusters for yeast DR-differentially expressed genes.** Clusters of functional terms were retrieved for either all differentially expressed (A), induced (B), or suppressed (C) genes upon DR.

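Other lists of pathways included growth functions that were higher on the array labelled DR and stress functions that were higher on the array labelled AL. All were fixed before the data were examined but after the paper's themes for these arrays had been read. The genes of aminoacyl-tRNA synthetases of the cytosol were higher on the array labelled DR, 16 of 18 by more than 2-fold, with a median log2 ratio (labelled DR over labelled AL) of 2.16. WRS1, of tryptophan, had a signal of 2377 on the array labelled DR and 125.2 on the array labelled AL. Purine nucleotide synthesis had a median of 2.70 (15 of 18 genes more than 2-fold higher on the array labelled DR), with IMD3, an IMP dehydrogenase, at 5513 and 244.6. For amino acid synthesis, 34 of 58 genes were more than 2-fold higher on the array labelled DR and 3 on the array labelled AL (median 1.36). HIS1 of histidine synthesis had 4482 and 243.9, and CPA1 of arginine synthesis stood the other way with 586.1 and 6334. In ribosome biogenesis, 37 of 82 genes were more than 2-fold higher on the array labelled DR and 5 on the array labelled AL (median 0.83), with KRR1 at 493.7 and 27.6. The signals of WRS1, IMD3, HIS1 and KRR1 on the array labelled AL lay under background, so the sizes of their ratios are uncertain. All 4 medians lay above every random list. Translation elongation had a median of 0.46 (8 genes, percentile 79.7), with the elongation factor 3 genes YEF3 at 9785 and 646.7 and HEF3 at 157.9 and 2566.
General stress genes were higher on the array labelled AL, 13 of 23 by more than 2-fold and 0 on the array labelled DR (median −1.41, below every random list). XBP1, a stress-induced repressor of cyclin genes, had 454.1 and 1765, while PGM2, phosphoglucomutase, had 5676 and 5091. Trehalose and glycogen metabolism had a median of 0.066 (16 genes, percentile 42.0), which became −0.11 after quantile normalization or removal of the trend on signal, with the glycogenin gene GLG2 at 320.6 and 1802 and the glycogen synthase gene GSY1 at 4863 and 1601. Glycolysis and fermentation had a median of 0.36 (20 genes, percentile 82.2), with ENO2, an enolase, at 9845 and 2036 and TDH3, the main glyceraldehyde-phosphate dehydrogenase, at 8622 and 9142. The tricarboxylic acid cycle had a median of −0.21 (16 genes, percentile 12.4), with CIT3, a minor citrate synthase, at 34.4 and 1362 and IDH2, of isocitrate dehydrogenase, at 5281 and 2447. Chromatin remodelling and modification had a median of −0.54 (58 genes, percentile 6.71), with HST3, a sirtuin, at 343.7 and 2390 and ISW1, a remodeller, at 842.1 and 206.7.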

(XLS)

Table S6 **Yeast differential expressed DR-essential genes, orthologs and paralogs.** Yeast DR-essential genes, yeast orthologs of DR-essential genes, and DR-essential gene paralogs which exhibit more than 2-fold change on the transcript level upon moderate DR (0.5% Glucose) are listed.
(XLS)

Table S7 **Worm differentially expressed DR-essential genes and homologs.** Worm DR-essential genes which exhibit more than 1.5-fold change on the transcriptional level upon DR (intermittent fasting) are listed.
(XLS)

Table S8 **Fly differentially expressed DR-essential genes and homologs.** Fruit fly DR-essential genes and homologs which exhibit more than 1.2-fold change on the transcript level at the age of 10 (A) or 40 days (B) are listed.
(XLS)

Table S9 **Fly translational differentially expressed DR-essential genes and homologs.** DR-essential genes and homologs in fruit fly which exhibit more than 1.5-fold change on the translational level are listed.
(XLS)

Table S10 **Mammalian DR-differentially expressed DR-essential genes and orthologs.** DR-essential genes and orthologs in mammals which were commonly differentially expressed across different tissues upon DR are listed. The enrichment of differential expression is indicated as + (upregulated), −(downregulated) and +/− (both and up- and downregulated).
(XLS)

Table S11 **Commonly DR-differentially expressed DR-essential genes across species-boundaries.** Orthologous groups which are commonly differentially expressed upon DR in yeast, worm, and fly are listed.
(XLS)

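Of 9 transcription factors that the paper's text names, 5 were more than 2-fold higher on the array labelled AL and 0 on the array labelled DR, with a median log2 ratio (labelled DR over labelled AL) of −1.12 at percentile 6.15 of the random lists. The study's stated criteria were regulation of genes changed on these arrays and interaction with DR-essential genes, not the factor's own transcript. The count is from the same arrays, so it is not independent evidence. It includes NDT80, which lay under background on both arrays. MIG1, the repressor of glucose-repressed genes, had a signal of 473.1 on the array labelled DR and 1999 on the array labelled AL, and HSF1, the heat shock factor, had 399.1 and 1173. MSN2, of the general stress response, had 557.9 and 1615, and GIS1, of the post-diauxic shift, had 1472 and 3209. MSN4, the paralog of MSN2, stood the other way with 1227 and 936.8. UME6, which represses early meiotic genes in growing cells, had 792.3 and 1283, and UME1, of the same repression, had 580.9 and 448.3. Other factors of Table S12 stood on both sides. ADR1, an activator of genes for ethanol and fatty acid use, had 300.3 and 1581, while SKO1, of the osmotic stress response, had 844.8 and 469.0 and RTG1, of signaling from mitochondria to the nucleus, had 285.6 and 187.1, a difference that ends with signals under background raised to it. That background is higher on the array labelled AL. Among factors of growth, SFP1, an activator of ribosome genes, had 586.0 and 2628, while GCN4, the activator of amino acid synthesis, had 6882 and 3763. SWI6, a subunit of the factors of G1 transcription, had 437.6 and 127.9. A gene's own transcript is what was measured, not the activity of its protein on target genes.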

Table S12 **Yeast transcription factors regulating DR-differentially expressed genes.** Transcription factors with highest specificity to regulate DR-induced (A) or DR-suppressed genes, as well as those which have the highest significance for regulating DR-induced (C) or DR-suppressed (D) genes are listed. Regulatory, physical and genetic p-values correspond to the p-value found in a gene-regulatory, physical-interaction, and genetic-interaction network, respectively.
(XLS)

Table S13 *cis* **-regulatory motif enrichment in yeast DR-differentially expressed genes.** Motifs corresponding to transcription factors were used to scan the genome for the presence within the 500 bp upstream regions of DR-differential expressed genes.
(XLS)

Table S14 ***cis*-regulatory motif enrichment in yeast DR-induced genes.** Motifs corresponding to transcription factors were used to scan the genome for the presence within the 500 bp upstream regions of DR-induced genes.
(XLS)

Table S15 *cis* **-regulatory motif enrichment in yeast DR-suppressed genes.** Motifs corresponding to transcription factors were used to scan the genome for the presence within the 500 bp upstream regions of DR-suppressed genes.
(XLS)

Table S16 **Motifs enriched within 500 bp upstream of the transcriptional start site of DR-essential genes.** Motifs corresponding to transcription factors were used to scan the genome for the presence within the 500 bp upstream regions of DR-essential genes.
(XLS)

Table S17 **Clusters of functional enrichment for spermidine-differentially expressed genes.** Genes which were more than 1.5-fold differential expressed (A: induced; B: suppressed) upon spermidine treatment were used to find for clusters of functional enrichment.
(XLS)

Table S18 **Cell cycle-related genes stimulated by DR in multiple species are enriched for meiosis.** Genes which are belonging to the DR-stimulated interactions (in yeast, worm, and fly) and found to be related to cell-cycle were analyzed for functional enrichment.
(XLS)

Table S19 **DR-induced and suppressed nuclear kinases and phosphoproteins in yeast.** Nuclear kinases as well as phosphoproteins in yeast with their respective ratio of expression changes upon DR are listed.
(XLS)

Table S20 **Yeast nuclear protein kinases expression ratios and descriptions.** Yeast genes annotated to encode protein kinases and to be localized in the nucleus according to Gene Ontology are listed with their respective expression change ratio upon DR and description.
(XLS)

Table S21 **Clusters of functional enrichment for nuclear protein kinases in yeast.** Clusters of functional enriched terms of yeast genes which encode protein kinases and are localized in the nucleus according to Gene Ontology are listed.
(XLS)

Table S22 **Yeast nuclear phosphoprotein expression ratios and descriptions.** Yeast genes annotated to encode phosphoproteins and to be localized in the nucleus according to Gene Ontology are listed with their respective expression change ratio upon DR and description.
(XLS)

Table S23 **Clusters of functional enrichment for worm DR-induced protein kinases.** Clusters of functional enrichment for DR-induced protein kinases in the nematode are listed.
(XLS)

Table S24 **Fly DR-induced nuclear protein kinases functional enrichment.** Clusters of functional enrichment of DR-induced protein kinases in the fruit fly are listed.
(XLS)

## References

[1] BishopNA, GuarenteL (2007) Genetic links between diet and lifespan: shared mechanisms from yeast to humans. Nat Rev Genet 8: 835–844.1790953810.1038/nrg2188

[2] FontanaL, PartridgeL, LongoVD (2010) Extending healthy life span–from yeast to humans. Science 328: 321–326.2039550410.1126/science.1172539PMC3607354

[3] KemnitzJW (2011) Calorie restriction and aging in nonhuman primates. ILAR J 52: 66–77.2141185910.1093/ilar.52.1.66PMC3278796

[4] WillcoxBJ, WillcoxDC, TodorikiH, FujiyoshiA, YanoK, et al (2007) Caloric restriction, the traditional Okinawan diet, and healthy aging: the diet of the world's longest-lived people and its potential impact on morbidity and life span. Ann N Y Acad Sci 1114: 434–455.1798660210.1196/annals.1396.037

[5] SpindlerSR (2010) Caloric restriction: from soup to nuts. Ageing Res Rev 9: 324–353.1985306210.1016/j.arr.2009.10.003

[6] de MagalhaesJP, WuttkeD, WoodSH, PlankM, VoraC (2012) Genome-environment interactions that modulate aging: powerful targets for drug discovery. Pharmacol Rev 64: 88–101.2209047310.1124/pr.110.004499PMC3250080

[7] LakowskiB, HekimiS (1998) The genetics of caloric restriction in Caenorhabditis elegans. Proc Natl Acad Sci U S A 95: 13091–13096.978904610.1073/pnas.95.22.13091PMC23719

[8] PartridgeL, PiperMD, MairW (2005) Dietary restriction in Drosophila. Mech Ageing Dev 126: 938–950.1593544110.1016/j.mad.2005.03.023

[9] BarabasiAL, GulbahceN, LoscalzoJ (2011) Network medicine: a network-based approach to human disease. Nat Rev Genet 12: 56–68.2116452510.1038/nrg2918PMC3140052

[10] de MagalhaesJP, ChurchGM (2007) Analyses of human-chimpanzee orthologous gene pairs to explore evolutionary hypotheses of aging. Mech Ageing Dev 128: 355–364.1745945510.1016/j.mad.2007.03.004PMC2288694

[11] BudovskyA, AbramovichA, CohenR, Chalifa-CaspiV, FraifeldV (2007) Longevity network: construction and implications. Mech Ageing Dev 128: 117–124.1711632210.1016/j.mad.2006.11.018

[12] WangJ, ZhangS, WangY, ChenL, ZhangXS (2009) Disease-aging network reveals significant roles of aging genes in connecting genetic diseases. PLoS Comput Biol 5: e1000521 doi:10.1371/journal.pcbi.1000521.1977954910.1371/journal.pcbi.1000521PMC2739292

[13] PromislowDE (2004) Protein networks, pleiotropy and the evolution of senescence. Proc Biol Sci 271: 1225–1234.1530634610.1098/rspb.2004.2732PMC1691725

[14] WittenTM, BonchevD (2007) Predicting aging/longevity-related genes in the nematode Caenorhabditis elegans. Chem Biodivers 4: 2639–2655.1802737710.1002/cbdv.200790216

[15] FortneyK, KotlyarM, JurisicaI (2010) Inferring the functions of longevity genes with modular subnetwork biomarkers of Caenorhabditis elegans aging. Genome Biol 11: R13.2012891010.1186/gb-2010-11-2-r13PMC2872873

[16] BonkowskiMS, RochaJS, MasternakMM, Al RegaieyKA, BartkeA (2006) Targeted disruption of growth hormone receptor interferes with the beneficial actions of calorie restriction. Proc Natl Acad Sci U S A 103: 7901–7905.1668265010.1073/pnas.0600161103PMC1458512

[17] GemsD, PletcherS, PartridgeL (2002) Interpreting interactions between treatments that slow aging. Aging Cell 1: 1–9.1288234710.1046/j.1474-9728.2002.00003.x

[18] de MagalhaesJP, BudovskyA, LehmannG, CostaJ, LiY, et al (2009) The Human Ageing Genomic Resources: online databases and tools for biogerontologists. Aging Cell 8: 65–72.1898637410.1111/j.1474-9726.2008.00442.xPMC2635494

[19] Shmookler ReisRJ, AyyadevaraS, CrowWA, LeeT, DelongchampRR (2011) Gene Categories Differentially Expressed in C. elegans Age-1 Mutants of Extraordinary Longevity: New Insights From Novel Data-Mining Procedures. J Gerontol A Biol Sci Med Sci 67: 366–75.2202138910.1093/gerona/glr186

[20] TazearslanC, AyyadevaraS, BharillP, Shmookler ReisRJ (2009) Positive feedback between transcriptional and kinase suppression in nematodes with extraordinary longevity and stress resistance. PLoS Genet 5: e1000452 doi:10.1371/journal.pgen.1000452.1936009410.1371/journal.pgen.1000452PMC2661368

[21] de MagalhaesJP, ToussaintO (2004) GenAge: a genomic and proteomic network map of human ageing. FEBS Lett 571: 243–247 doi:10.1371/journal.pgen.1000452.1528005010.1016/j.febslet.2004.07.006

[22] OwenAB, StuartJ, MachK, VilleneuveAM, KimS (2003) A gene recommender algorithm to identify coexpressed genes in C. elegans. Genome Res 13: 1828–1837.1290237810.1101/gr.1125403PMC403774

[23] TangF, WatkinsJW, BermudezM, GrayR, GabanA, et al (2008) A life-span extending form of autophagy employs the vacuole-vacuole fusion machinery. Autophagy 4: 874–886.1869001010.4161/auto.6556

[24] LinSJ, KaeberleinM, AndalisAA, SturtzLA, DefossezPA, et al (2002) Calorie restriction extends Saccharomyces cerevisiae lifespan by increasing respiration. Nature 418: 344–348.1212462710.1038/nature00829

[25] HonjohS, YamamotoT, UnoM, NishidaE (2009) Signalling through RHEB-1 mediates intermittent fasting-induced longevity in C. elegans. Nature 457: 726–730.1907923910.1038/nature07583

[26] BauerJ, AntochM, ChangC, SchorlC, KolliS, et al (2010) Comparative transcriptional profiling identifies takeout as a gene that regulates life span. Aging (Albany NY) 2: 298–310.2051977810.18632/aging.100146PMC2898020

[27] ZidBM, RogersAN, KatewaSD, VargasMA, KolipinskiMC, et al (2009) 4E-BP extends lifespan upon dietary restriction by enhancing mitochondrial activity in Drosophila. Cell 139: 149–160.1980476010.1016/j.cell.2009.07.034PMC2759400

[28] Shmookler ReisRJ, XuL, LeeH, ChaeM, ThadenJJ, et al (2011) Modulation of lipid biosynthesis contributes to stress resistance and longevity of C. elegans mutants. Aging (Albany NY) 3: 125–147.2138613110.18632/aging.100275PMC3082008

[29] HansenM, HsuAL, DillinA, KenyonC (2005) New genes tied to endocrine, metabolic, and dietary regulation of lifespan from a Caenorhabditis elegans genomic RNAi screen. PLoS Genet 1: e17. doi:10.1371/journal.pgen.0010017.10.1371/journal.pgen.0010017PMC118353116103914

[30] SteinkrausKA, SmithED, DavisC, CarrD, PendergrassWR, et al (2008) Dietary restriction suppresses proteotoxicity and enhances longevity by an hsf-1-dependent mechanism in Caenorhabditis elegans. Aging Cell 7: 394–404.1833161610.1111/j.1474-9726.2008.00385.xPMC2709959

[31] SmithED, TsuchiyaM, FoxLA, DangN, HuD, et al (2008) Quantitative evidence for conserved longevity pathways between divergent eukaryotic species. Genome Res 18: 564–570.1834004310.1101/gr.074724.107PMC2279244

[32] BalajiS, BabuMM, IyerLM, LuscombeNM, AravindL (2006) Comprehensive analysis of combinatorial regulation using the transcriptional regulatory network of yeast. J Mol Biol 360: 213–227.1676236210.1016/j.jmb.2006.04.029

[33] AbdulrehmanD, MonteiroPT, TeixeiraMC, MiraNP, LourencoAB, et al (2011) YEASTRACT: providing a programmatic access to curated transcriptional regulatory associations in Saccharomyces cerevisiae through a web services interface. Nucleic Acids Res 39: D136–140.2097221210.1093/nar/gkq964PMC3013800

[34] LeeYL, LeeCK (2008) Transcriptional response according to strength of calorie restriction in Saccharomyces cerevisiae. Mol Cells 26: 299–307.18679056

[35] EisenbergT, KnauerH, SchauerA, ButtnerS, RuckenstuhlC, et al (2009) Induction of autophagy by spermidine promotes longevity. Nat Cell Biol 11: 1305–1314.1980197310.1038/ncb1975

[36] ChattopadhyayMK, ChenW, PoyG, CamM, StilesD, et al (2009) Microarray studies on the genes responsive to the addition of spermidine or spermine to a Saccharomyces cerevisiae spermidine synthase mutant. Yeast 26: 531–544.1968871810.1002/yea.1703PMC3490486

[37] WarsowG, GreberB, FalkSS, HarderC, SiatkowskiM, et al (2010) ExprEssence - Revealing the essence of differential experimental data in the context of an interaction/regulation network. BMC Syst Biol 4: 164.2111848310.1186/1752-0509-4-164PMC3012047

[38] SteffenKK, MacKayVL, KerrEO, TsuchiyaM, HuD, et al (2008) Yeast life span extension by depletion of 60s ribosomal subunits is mediated by Gcn4. Cell 133: 292–302.1842320010.1016/j.cell.2008.02.037PMC2749658

[39] HansenM, TaubertS, CrawfordD, LibinaN, LeeSJ, et al (2007) Lifespan extension by conditions that inhibit translation in Caenorhabditis elegans. Aging Cell 6: 95–110.1726667910.1111/j.1474-9726.2006.00267.x

[40] KapahiP, ZidBM, HarperT, KosloverD, SapinV, et al (2004) Regulation of lifespan in Drosophila by modulation of genes in the TOR signaling pathway. Curr Biol 14: 885–890.1518674510.1016/j.cub.2004.03.059PMC2754830

[41] SelmanC, TulletJM, WieserD, IrvineE, LingardSJ, et al (2009) Ribosomal protein S6 kinase 1 signaling regulates mammalian life span. Science 326: 140–144.1979766110.1126/science.1177221PMC4954603

[42] ShanleyDP, KirkwoodTB (2000) Calorie restriction and aging: a life-history analysis. Evolution 54: 740–750.1093724910.1111/j.0014-3820.2000.tb00076.x

[43] FraserHB, HirshAE, SteinmetzLM, ScharfeC, FeldmanMW (2002) Evolutionary rate in the protein interaction network. Science 296: 750–752.1197646010.1126/science.1068696

[44] EisenbergE, LevanonEY (2003) Preferential attachment in the protein network evolution. Phys Rev Lett 91: 138701.1452534410.1103/PhysRevLett.91.138701

[45] SaeedR, DeaneCM (2006) Protein protein interactions, evolutionary rate, abundance and age. BMC Bioinformatics 7: 128.1653338510.1186/1471-2105-7-128PMC1431566

[46] KimSK (2007) Common aging pathways in worms, flies, mice and humans. J Exp Biol 210: 1607–1612.1744982610.1242/jeb.004887

[47] UmebayashiK, NakanoA (2003) Ergosterol is required for targeting of tryptophan permease to the yeast plasma membrane. J Cell Biol 161: 1117–1131.1281070210.1083/jcb.200303088PMC2172991

[48] CarranoAC, LiuZ, DillinA, HunterT (2009) A conserved ubiquitination pathway determines longevity in response to diet restriction. Nature 460: 396–399.1955393710.1038/nature08130PMC2746748

[49] NikkoE, PelhamHR (2009) Arrestin-mediated endocytosis of yeast plasma membrane transporters. Traffic 10: 1856–1867.1991257910.1111/j.1600-0854.2009.00990.xPMC2810449

[50] BabstM (2011) MVB vesicle formation: ESCRT-dependent, ESCRT-independent and everything in between. Curr Opin Cell Biol 23: 452–457.2157027510.1016/j.ceb.2011.04.008PMC3148405

[51] FabrizioP, HoonS, ShamalnasabM, GalbaniA, WeiM, et al (2010) Genome-Wide Screen in Saccharomyces cerevisiae Identifies Vacuolar Protein Sorting, Autophagy, Biosynthetic, and tRNA Methylation Genes Involved in Life Span Regulation. PLoS Genet 6: e1001024 doi:10.1371/journal.pgen.1001024.2065782510.1371/journal.pgen.1001024PMC2904796

[52] LongoVD, NislowC, FabrizioP (2010) Endosomal protein sorting and autophagy genes contribute to the regulation of yeast life span. Autophagy 6: 1227–1228.2095314810.4161/auto.6.8.13850

[53] AouidaM, Khodami-PourA, RamotarD (2009) Novel role for the Saccharomyces cerevisiae oligopeptide transporter Opt2 in drug detoxification. Biochem Cell Biol 87: 653–661.1976782810.1139/o09-045

[54] SharmaPK, MittalN, DeswalS, RoyN (2011) Calorie restriction up-regulates iron and copper transport genes in Saccharomyces cerevisiae. Mol Biosyst 7: 394–402.2103117610.1039/c0mb00084a

[55] KakinumaY, OhsumiY, AnrakuY (1981) Properties of H+-translocating adenosine triphosphatase in vacuolar membranes of SAccharomyces cerevisiae. J Biol Chem 256: 10859–10863.6116710

[56] ChanTF, CarvalhoJ, RilesL, ZhengXF (2000) A chemical genomics approach toward understanding the global functions of the target of rapamycin protein (TOR). Proc Natl Acad Sci U S A 97: 13227–13232.1107852510.1073/pnas.240444197PMC27207

[57] CostanzoM, BaryshnikovaA, BellayJ, KimY, SpearED, et al (2010) The genetic landscape of a cell. Science 327: 425–431.2009346610.1126/science.1180823PMC5600254

[58] ItoT, ChibaT, OzawaR, YoshidaM, HattoriM, et al (2001) A comprehensive two-hybrid analysis to explore the yeast protein interactome. Proc Natl Acad Sci U S A 98: 4569–4574.1128335110.1073/pnas.061034498PMC31875

[59] FlinnRJ, YanY, GoswamiS, ParkerPJ, BackerJM (2010) The late endosome is essential for mTORC1 signaling. Mol Biol Cell 21: 833–841.2005367910.1091/mbc.E09-09-0756PMC2828969

[60] SturgillTW, CohenA, DiefenbacherM, TrautweinM, MartinDE, et al (2008) TOR1 and TOR2 have distinct locations in live cells. Eukaryot Cell 7: 1819–1830.1872360710.1128/EC.00088-08PMC2568074

[61] EldakakA, RancatiG, RubinsteinB, PaulP, ConawayV, et al (2010) Asymmetrically inherited multidrug resistance transporters are recessive determinants in cellular replicative ageing. Nat Cell Biol 12: 799–805.2065759310.1038/ncb2085PMC2917193

[62] PlankM, WuttkeD, van DamS, ClarkeSA, de MagalhaesJP (2012) A meta-analysis of caloric restriction gene expression profiles to infer common signatures and regulatory mechanisms. Mol Biosyst 8: 1339–1349.2232789910.1039/c2mb05255e

[63] AndersonRM, BittermanKJ, WoodJG, MedvedikO, SinclairDA (2003) Nicotinamide and PNC1 govern lifespan extension by calorie restriction in Saccharomyces cerevisiae. Nature 423: 181–185.1273668710.1038/nature01578PMC4802858

[64] JaenischR, BirdA (2003) Epigenetic regulation of gene expression: how the genome integrates intrinsic and environmental signals. Nat Genet 33 Suppl: 245–254.1261053410.1038/ng1089

[65] BurdgeGC, HansonMA, Slater-JefferiesJL, LillycropKA (2007) Epigenetic regulation of transcription: a mechanism for inducing variations in phenotype (fetal programming) by differences in nutrition during early life? Br J Nutr 97: 1036–1046.1738197610.1017/S0007114507682920PMC2211525

[66] FeserJ, TylerJ (2011) Chromatin structure as a mediator of aging. FEBS Lett 585: 2041–2048.2108112510.1016/j.febslet.2010.11.016PMC3988783

[67] VaqueroA, ReinbergD (2009) Calorie restriction and the exercise of chromatin. Genes Dev 23: 1849–1869.1960876710.1101/gad.1807009PMC2725938

[68] UnalE, KindeB, AmonA (2011) Gametogenesis eliminates age-induced cellular damage and resets life span in yeast. Science 332: 1554–1557.2170087310.1126/science.1204349PMC3923466

[69] MairW, GoymerP, PletcherSD, PartridgeL (2003) Demography of dietary restriction and death in Drosophila. Science 301: 1731–1733.1450098510.1126/science.1086016

[70] BrawleyJV, FerroAJ (1979) Polyamine biosynthesis during germination of yeast ascospores. J Bacteriol 140: 649–654.38774410.1128/jb.140.2.649-654.1979PMC216693

[71] TaborCW (1981) Mutants of Saccharomyces cerevisiae deficient in polyamine biosynthesis: studies on the regulation of ornithine decarboxylase. Med Biol 59: 272–278.7040829

[72] JinY, BokJW, Guzman-de-PenaD, KellerNP (2002) Requirement of spermidine for developmental transitions in Aspergillus nidulans. Mol Microbiol 46: 801–812.1241083710.1046/j.1365-2958.2002.03201.x

[73] MatsumotoM, KuriharaS, KibeR, AshidaH, BennoY (2011) Longevity in mice is promoted by probiotic-induced suppression of colonic senescence dependent on upregulation of gut bacterial polyamine production. PLoS ONE 6: e23652 doi:10.1371/journal.pone.0023652.2185819210.1371/journal.pone.0023652PMC3156754

[74] SodaK, DobashiY, KanoY, TsujinakaS, KonishiF (2009) Polyamine-rich food decreases age-associated pathology and mortality in aged mice. Exp Gerontol 44: 727–732.1973571610.1016/j.exger.2009.08.013

[75] PnueliL, EdryI, CohenM, KassirY (2004) Glucose and nitrogen regulate the switch from histone deacetylation to acetylation for expression of early meiosis-specific genes in budding yeast. Mol Cell Biol 24: 5197–5208.1516988510.1128/MCB.24.12.5197-5208.2004PMC419861

[76] de MagalhaesJP, CostaJ, ToussaintO (2005) HAGR: the Human Ageing Genomic Resources. Nucleic Acids Res 33: D537–543.1560825610.1093/nar/gki017PMC539971

[77] FischerS, BrunkBP, ChenF, GaoX, HarbOS, et al (2011) Using OrthoMCL to assign proteins to OrthoMCL-DB groups or to cluster proteomes into new ortholog groups. Curr Protoc Bioinformatics Chapter 6 Unit 6 12 11–19.10.1002/0471250953.bi0612s35PMC319656621901743

[78] OstlundG, SchmittT, ForslundK, KostlerT, MessinaDN, et al (2010) InParanoid 7: new algorithms and tools for eukaryotic orthology analysis. Nucleic Acids Res 38: D196–203.1989282810.1093/nar/gkp931PMC2808972

[79] KooninEV, WolfYI (2010) Constraints and plasticity in genome and molecular-phenome evolution. Nat Rev Genet 11: 487–498.2054829010.1038/nrg2810PMC3273317

[80] ArandaB, AchuthanP, Alam-FaruqueY, ArmeanI, BridgeA, et al (2010) The IntAct molecular interaction database in 2010. Nucleic Acids Res 38: D525–531.1985072310.1093/nar/gkp878PMC2808934

[81] XenariosI, SalwinskiL, DuanXJ, HigneyP, KimSM, et al (2002) DIP, the Database of Interacting Proteins: a research tool for studying cellular networks of protein interactions. Nucleic Acids Res 30: 303–305.1175232110.1093/nar/30.1.303PMC99070

[82] CeolA, Chatr AryamontriA, LicataL, PelusoD, BrigantiL, et al (2010) MINT, the molecular interaction database: 2009 update. Nucleic Acids Res 38: D532–539.1989754710.1093/nar/gkp983PMC2808973

[83] IsserlinR, El-BadrawiRA, BaderGD (2011) The Biomolecular Interaction Network Database in PSI-MI 2.5. Database (Oxford) 2011: baq037.2123308910.1093/database/baq037PMC3021793

[84] BreitkreutzBJ, StarkC, RegulyT, BoucherL, BreitkreutzA, et al (2008) The BioGRID Interaction Database: 2008 update. Nucleic Acids Res 36: D637–640.1800000210.1093/nar/gkm1001PMC2238873

[85] GuldenerU, MunsterkotterM, OesterheldM, PagelP, RueppA, et al (2006) MPact: the MIPS protein interaction resource on yeast. Nucleic Acids Res 34: D436–441.1638190610.1093/nar/gkj003PMC1347366

[86] SteinLD (2004) Using the Reactome database. Curr Protoc Bioinformatics Chapter 8 Unit 8 7.10.1002/0471250953.bi0807s718428737

[87] Keshava PrasadTS, GoelR, KandasamyK, KeerthikumarS, KumarS, et al (2009) Human Protein Reference Database–2009 update. Nucleic Acids Res 37: D767–772.1898862710.1093/nar/gkn892PMC2686490

[88] BeumingT, SkrabanekL, NivMY, MukherjeeP, WeinsteinH (2005) PDZBase: a protein-protein interaction database for PDZ-domains. Bioinformatics 21: 827–828.1551399410.1093/bioinformatics/bti098

[89] RueppA, WaegeleB, LechnerM, BraunerB, Dunger-KaltenbachI, et al (2010) CORUM: the comprehensive resource of mammalian protein complexes–2009. Nucleic Acids Res 38: D497–501.1988413110.1093/nar/gkp914PMC2808912

[90] RazickS, MagklarasG, DonaldsonIM (2008) iRefIndex: a consolidated protein interaction database with provenance. BMC Bioinformatics 9: 405.1882356810.1186/1471-2105-9-405PMC2573892

[91] HornbeckPV, ChabraI, KornhauserJM, SkrzypekE, ZhangB (2004) PhosphoSite: A bioinformatics resource dedicated to physiological protein phosphorylation. Proteomics 4: 1551–1561.1517412510.1002/pmic.200300772

[92] StarkC, SuTC, BreitkreutzA, LourencoP, DahabiehM, et al (2010) PhosphoGRID: a database of experimentally verified in vivo protein phosphorylation sites from the budding yeast Saccharomyces cerevisiae. Database (Oxford) 2010: bap026.2042831510.1093/database/bap026PMC2860897

[93] BrownKR, JurisicaI (2007) Unequal evolutionary conservation of human protein interactions in interologous networks. Genome Biol 8: R95.1753543810.1186/gb-2007-8-5-r95PMC1929159

[94] MichautM, KerrienS, Montecchi-PalazziL, ChauvatF, Cassier-ChauvatC, et al (2008) InteroPORC: automated inference of highly conserved protein interaction networks. Bioinformatics 24: 1625–1631.1850885610.1093/bioinformatics/btn249

[95] WilesAM, DodererM, RuanJ, GuTT, RaviD, et al (2010) Building and analyzing protein interactome networks by cross-species comparisons. BMC Syst Biol 4: 36.2035359410.1186/1752-0509-4-36PMC2859380

[96] JayapandianM, ChapmanA, TarceaVG, YuC, ElkissA, et al (2007) Michigan Molecular Interactions (MiMI): putting the jigsaw puzzle together. Nucleic Acids Res 35: D566–571.1713014510.1093/nar/gkl859PMC1716720

[97] TarceaVG, WeymouthT, AdeA, BookvichA, GaoJ, et al (2009) Michigan molecular interactions r2: from interacting proteins to pathways. Nucleic Acids Res 37: D642–646.1897801410.1093/nar/gkn722PMC2686565

[98] WuJ, ValleniusT, OvaskaK, WestermarckJ, MakelaTP, et al (2009) Integrated network analysis platform for protein-protein interactions. Nat Methods 6: 75–77.1907925510.1038/nmeth.1282

[99] LeeI, LiZ, MarcotteEM (2007) An improved, bias-reduced probabilistic functional gene network of baker's yeast, Saccharomyces cerevisiae. PLoS ONE 2: e988 doi:10.1371/journal.pone.0000988.1791236510.1371/journal.pone.0000988PMC1991590

[100] LeeI, LehnerB, VavouriT, ShinJ, FraserAG, et al (2010) Predicting genetic modifier loci using functional gene networks. Genome Res 20: 1143–1153.2053862410.1101/gr.102749.109PMC2909577

[101] KimWK, KrumpelmanC, MarcotteEM (2008) Inferring mouse gene functions from genomic-scale data using a combined functional network/classification strategy. Genome Biol 9 Suppl 1: S5.10.1186/gb-2008-9-s1-s5PMC244753918613949

[102] RavasiT, SuzukiH, CannistraciCV, KatayamaS, BajicVB, et al (2010) An atlas of combinatorial transcriptional regulation in mouse and man. Cell 140: 744–752.2021114210.1016/j.cell.2010.01.044PMC2836267

[103] ClineMS, SmootM, CeramiE, KuchinskyA, LandysN, et al (2007) Integration of biological networks and gene expression data using Cytoscape. Nat Protoc 2: 2366–2382.1794797910.1038/nprot.2007.324PMC3685583

[104] Huang daW, ShermanBT, TanQ, KirJ, LiuD, et al (2007) DAVID Bioinformatics Resources: expanded annotation database and novel algorithms to better extract biology from large gene lists. Nucleic Acids Res 35: W169–175.1757667810.1093/nar/gkm415PMC1933169

[105] CherryJM, HongEL, AmundsenC, BalakrishnanR, BinkleyG, et al (2012) Saccharomyces Genome Database: the genomics resource of budding yeast. Nucleic Acids Res 40: D700–705.2211003710.1093/nar/gkr1029PMC3245034

[106] Fisher RA (1932) Statistical methods for research workers. Edinburgh etc.: Oliver and Boyd. xiii p., 1 l. p.

[107] WhitlockMC (2005) Combining probability from independent tests: the weighted Z-method is superior to Fisher's approach. J Evol Biol 18: 1368–1373.1613513210.1111/j.1420-9101.2005.00917.x

[108] WangYX, CatlettNL, WeismanLS (1998) Vac8p, a vacuolar protein with armadillo repeats, functions in both vacuole inheritance and protein targeting from the cytoplasm to vacuole. J Cell Biol 140: 1063–1074.949072010.1083/jcb.140.5.1063PMC2132703

[109] GebreS, ConnorR, XiaY, JawedS, BushJM, et al (2012) Osh6 overexpression extends the lifespan of yeast by increasing vacuole fusion. Cell Cycle 11: 2176–2188.2262208310.4161/cc.20691

[110] ColominaN, LiuY, AldeaM, GariE (2003) TOR regulates the subcellular localization of Ime1, a transcriptional activator of meiotic development in budding yeast. Mol Cell Biol 23: 7415–7424.1451730810.1128/MCB.23.20.7415-7424.2003PMC230322

[111] BalderhaarHJ, ArltH, OstrowiczC, BrockerC, SundermannF, et al (2010) The Rab GTPase Ypt7 is linked to retromer-mediated receptor recycling and fusion at the yeast late endosome. J Cell Sci 123: 4085–4094.2106289410.1242/jcs.071977

How the deposited data were processed for this re-analysis (not part of the article)

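Gene expression of wild-type BY4742 yeast was measured on 2 Affymetrix GeneChip Yeast Genome 2.0 arrays, 1 of cells grown on DR medium (0.5% glucose) and 1 of cells grown on AL medium (2.0% glucose), both with 1% yeast extract and peptone, for 12 hours at 30°C. The deposited values are linear intensities of probe sets that the authors' service laboratory had normalized with the Affymetrix statistical algorithms. Their version, target level and scaling between the arrays are not given in the sources used here, and no scanner files were used. The intensities ran from 0.1 to 10739 on the array labelled DR and from 0 to 10502 on the array labelled AL. The conditions were taken from the submitters' labels. The ratios made with those labels run opposite to the ratios in the paper's tables, so each array is named by its label throughout.

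Probe sets were named from the platform annotation, which can be old. Of 10928 probe sets, 7244 carried 1 gene symbol, 1 carried several and 3683 carried none. A table of S. cerevisiae genes recognised 5498 of the named probe sets, with a few older names matched by hand after they were seen to be unmatched, and the 1746 others named a gene outside that table. Probe sets of a gene were averaged on the log2 scale. Among the 47 genes with several probe sets, 17 had probe sets more than 2-fold apart in their ratio. YDL180W and YFL054C, which the paper's tables list, had no probe set named for them alone and were not analysed here.

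For each of 5449 genes the signal on each array, the ratio of the array labelled DR over the array labelled AL and its log2 were computed. Genes were counted past 2-fold, the threshold of the paper's methods, and past 1.5-fold and 3-fold. With 1 array per condition there is no estimate of error: no test was run, no p-value is given, and the number of arrays limits the precision. Lists of genes were written from textbook knowledge after the paper's themes had been read. They are not the Gene Ontology terms or the enrichment clusters that the paper used. The median log2 ratio of a list was set among the medians of 10000 random lists of the same size, matched on mean log2 signal in 20 bins, which describes these arrays and not the conditions. On simulated data for 5449 genes, this procedure placed 6.0% of 200 unshifted lists outside the middle 95% of random lists and found 100.0% of the lists shifted by a log2 ratio of 1 in either direction. The simulated ratios were independent, had less spread than the real ones and were drawn for lists of a single size. Genes of a real list can vary together and real lists differ in size, so these shares need not hold for them.

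Genes named in the text are those that the paper names for these arrays or lists in the tables concerned, the 15 genes with the highest and the 15 with the lowest ratio among genes whose higher signal was at least the median gene of that array, in each list the 2 genes with the highest and the 2 with the lowest ratio among those above background, and the deleted and mating-type genes. The paper's tables give ratios for the first of these groups, which were seen before the rule was written. CSM4 and TIR1 were named outside this rule, after their values were seen.

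A background level was planned from probe sets of a second yeast species on the array. The annotation does not state the organism of a probe set, so the planned substitute was used: the highest signal among 9 genes that are deleted in the strain or silent in its mating type, 129.4 on the array labelled DR and 281.6 on the array labelled AL. After the signals were seen, a lower level was added as an alternative, the 95th percentile of the probe sets named for a gene outside the S. cerevisiae table.

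Alternatives were median centring of the log2 ratios, quantile normalization over all probe sets, removal of the trend of the log2 ratio on mean signal (lowess, span 0.3), raising low signals to background, leaving out genes under background on both arrays, adding the median background signal to both arrays, taking the brightest probe set of a gene, other fold thresholds, and the median or geometric mean in place of a mean. Exchanged array labels were added after the values were seen. A planned search for motifs upstream of genes and planned lists by Gene Ontology term were not run, since no genome or term annotation was used here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 was used.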

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

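The 4 alpha-specific genes, which the paper does not discuss, were all more than 2-fold higher on the array labelled DR, with a median ratio of 7.01 over the array labelled AL, above all but a few of the random lists (percentile 99.9). The alpha-factor gene MF(ALPHA)2 had a signal of 5174 on the array labelled DR and 222.6 on the array labelled AL, the receptor gene STE3 had 5295 and 637.2, and the agglutinin gene SAG1 had 6278 and 1217. The 6 a-specific genes lay under background on both arrays by the way that level was set, with a median log2 ratio of −1.09.

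FIT1, a cell wall mannoprotein that retains siderophore iron, was 19.8-fold higher on the array labelled AL than on the array labelled DR, at 2340 and 118.0. Its relative FIT2 had 5702 on the array labelled AL and 352.9 on the array labelled DR. The paper names neither gene, while its tables give ratios for the ferric reductase genes FRE3, FRE4, FRE5 and FRE6.

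Of 15 control probe sets of ribosomal RNA with a signal over 1000 on either array, 8 were more than 2-fold higher on the array labelled DR, 1 on the array labelled AL and 6 were within 2-fold. The probe set AFFX-25srRnab_at had a signal 50.0 times higher on the array labelled DR, at 5602 and 112.0, AFFX-25srRnac_at had 2868 and 59.1, and AFFX-25srRnaa_at had a signal 8.33 times higher on the array labelled AL, at 8500 against 1020. These were singled out after the values of the 49 control probe sets with such signals were seen.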

How the results depend on the processing

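Under all settings but exchanged labels, 29 of 32 list medians had one sign. Those of storage carbohydrates and hexose transport changed sign under some of the alternatives chosen in advance, and that of the deleted genes under the lower background added after the signals were seen. Median centring and quantile normalization moved no list median and no named gene by more than 1.5-fold. Raising signals to background, which is higher on the array labelled AL, moved most: the share of genes higher on the array labelled DR among those past 2-fold was 45.7% as deposited, 51.3% after centring, 38.5% with the background added and 30.5% with signals raised. With signals raised, the median log2 ratios were −3.70 for gluconeogenesis, −1.12 for hexose transport and 0.30 for DNA replication, the mean ratio of meiosis genes was 0.519, 14 nuclear kinases were higher on the array labelled DR, and 2 genes of Table S6 were past 2-fold in the paper's direction, against 0 as deposited. It reversed AGA2 (−1.12, and −0.49 with the background added), ATG2 (−0.059), CLB6 (−0.0056), SPS4 (−1.09), UBC12 (−0.42), YVH1 (−0.076) and HXT13 (−1.12, and −0.85 with the background added), each under background on at least 1 array, as the setting's construction gives. Within 1.5-fold as deposited, CLB5 (−0.60) and LEU2 (−1.12, and −0.60 with the background added) also changed sign, as did HXT17 after the trend was removed (0.22). HXT13 also reversed with its brightest probe set (−0.25) and with the lower background (−0.11). Without genes under background, hexose transport had a median of 1.51, and no deleted gene was left. The deleted genes had a median of −0.15 after the intensity trend was removed. With the lower background it was 0.025 with signals raised (LYS2 and URA3 also 0.025) and 0.53 with low genes left out. At 3-fold, 627 genes were higher on the array labelled DR, 690 on the array labelled AL and 3 genes of Table 2 past the threshold. At 2-fold, 32 kinases were past it, 16 of them higher on the array labelled DR. Exchanging the labels, also chosen after seeing the values, put 59 genes of Table S6 in the paper's direction and the mean of meiosis genes at 2.65. Signal over background limits ratios of genes dim on either array. No paired analysis was possible because each condition has 1 array. Motif genes and Gene Ontology lists were not run.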

Differences from the paper's values

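All ratios here are of the array labelled DR over the array labelled AL, and the paper's are its ratios on DR. For NDT80 the paper gives 2.6 in its results and 2.7 in its discussion, and the ratio here was 0.378. For IME1 the paper gives 1.4 and the ratio here was 0.701. For the mean over meiosis genes the paper gives 2.7, over its Gene Ontology list, and the mean here was 0.843 over a shorter list. In Table 2 the paper gives 1.56 for VPS20, 3.22 for RCR2, 0.05 for OPT2, 2.77 for GTR1, 3.28 for SLM4 and 0.33 for YPQ1, and the ratios here were 0.643 for VPS20, 0.310 for RCR2, 21.6 for OPT2, 0.362 for GTR1, 0.304 for SLM4 and 2.99 for YPQ1. In Table S6 the paper's negative folds amount to ratios of 0.05435 for ELO3, 0.1453 for SAM2, 0.07077 for SAM1 and 0.06317 for ELO2, and the ratios here were 18.4 for ELO3, 6.88 for SAM2, 14.1 for SAM1 and 15.8 for ELO2. None of the alternatives set before the data were examined brought any of these values within the paper's: median centring, quantile normalization, removal of the intensity trend, the settings for low signals and the brightest probe set all left them different, wherever they gave a value.

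On the reciprocal scale, labelled AL over labelled DR, the values were 2.65 for NDT80, 1.43 for IME1, 2.65 for the mean over meiosis genes, 1.56 for VPS20, 3.22 for RCR2, 0.0462 for OPT2, 2.76 for GTR1, 3.28 for SLM4, 0.335 for YPQ1, 0.0544 for ELO3, 0.145 for SAM2, 0.0708 for SAM1 and 0.0632 for ELO2, each within 1.5 times of the paper's. The meiosis mean is over the shorter list, so it sets unlike lists side by side. The median inverse ratio of that list was 1.55, and its mean was 2.29 without CSM4. A few high ratios can give such a mean: for the nuclear kinases of Table S20 the mean inverse ratio was 2.49, with a median of 1.02. The reciprocal scale is the setting with exchanged labels, which was chosen after seeing the values. It keeps 59 of the 60 measured genes of Table S6 past 2-fold in the paper's direction, without HXT17.

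The paper associates its genes up-regulated on DR with peroxisome, mitochondria, mitochondrial ribosomes, heat response, vacuole, sporulation, carbohydrate metabolism, mRNA processing, transcription and zinc binding. It associates its down-regulated genes with DNA replication, sterol, nitrogen and one-carbon metabolism, and ribosomes and translation. These are enrichments among changed genes, an unlike measure to the medians of whole lists given here. With the labels as deposited, peroxisome genes had a median log2 ratio of −1.52, respiratory chain genes −0.67, mitochondrial ribosome genes −0.66, splicing genes −0.54 and spore formation genes −0.62, while cytosolic ribosomal protein genes had 1.63, ergosterol genes 1.19, one-carbon genes 1.93 and DNA replication genes 1.23. Heat response genes (−0.20) and vacuolar hydrolases (−0.13) had medians closer to 0. For carbohydrate metabolism, genes of gluconeogenesis and non-fermentable carbon use had a median of −4.68. Glycolysis had 0.36, and trehalose and glycogen metabolism had 0.066 (−0.11 after quantile normalization). These positive signs are no match to the paper, whose own ratios run the other way gene by gene. For HXK2, of the glycolysis list, the paper's ratio on DR amounts to 0.0455, and the ratio here was 22.0. No list was made for transcription, zinc binding or nitrogen. In the terms it shares with spermidine, the paper places cell wall, GPI-anchored protein and translation elongation genes lower on DR, and their medians here were 1.32 for the list of cell wall and GPI-anchored proteins and 0.46 for elongation. It places the ubiquitin conjugation pathway higher, and the median of the conjugating enzymes was −0.21. It places pentose transport lower, and the median of hexose transporters was −0.26. It was 0.10 after quantile normalization and 1.51 without the 9 of 17 genes under background on both arrays. The sign of −0.26 is no match to the paper, since single transporters ran opposite to its ratios. The paper's ratios on DR amount to 0.0241 for HXT3 and 93.0 for HXT5, and those here were 41.4 and 0.0107. The paper also places autophagy genes higher on DR, and their median was −0.83. Of 229 measured genes of Table 2 and Tables S6, S12, S20 and S22, 228 had a ratio on the other side of 1 from the paper's, and the remaining gene, FHL1, lies at 1 in the paper and had 0.995 here. The paper ranks IME2 second among the nuclear kinases by its increase on DR, and it was second among the kinases higher on the array labelled AL.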

Other observations

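Of 33 cell wall and GPI-anchored protein genes, 18 were more than 2-fold higher on the array labelled DR and 2 on the array labelled AL, with a median log2 ratio of 1.32, above all of the random lists. TIR1, a mannoprotein of the cold shock response chosen after its value was seen, had a signal of 1953 on the array labelled DR and 223.5 on the array labelled AL, and PIR3, an O-glycosylated wall protein, stood the other way at 455.2 and 1589. The vacuolar H+-ATPase had a median of 0.75 (17 genes, percentile 97.8), with its subunit gene VMA8 at 3519 on the array labelled DR and 1420 on the array labelled AL and VMA9 at 785.1 and 1759. In the iron uptake regulon, 8 of 17 genes were more than 2-fold higher on the array labelled AL and 2 on the array labelled DR, 2 of the 8 being under background on both arrays (median −0.75, percentile 7.01), with FET4, a low-affinity iron transporter, at 1565 on the array labelled DR and 348.4 on the array labelled AL.

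The tests of exchanged labels and of scaling in the next paragraphs were chosen only after the values they use were seen, and the tests of the intensity trend and of background were set before.

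The ratios of the deposited arrays run opposite to the paper's. One hypothesis is that the labels of the arrays are exchanged. Genes of gluconeogenesis and non-fermentable carbon use, which glucose represses in yeast, would then be higher on the array labelled AL, and their median log2 ratio was −4.68, higher on that array. The other reading, that the labels are right and the paper's ratios are inverted, stays open, because the glucose left in each culture was not measured here and the data cannot settle a label. The paper cites other arrays in which OPT2 was lower and NDT80 higher on DR, the way of its own ratios, which does not settle it either.

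Growth genes were higher on the array labelled DR and genes for other carbon sources on the array labelled AL. Scaling between the arrays does not account for this: after quantile normalization the median log2 ratio of ribosomal protein genes was 1.56 and that of gluconeogenesis −4.67. An intensity-dependent trend does not account for it either, since the ribosomal protein median was 1.50 after the trend was removed. Glucose supply, which differed by design, may underlie the pattern. Glucose represses the genes for other carbon sources, so with the labels as deposited their direction is opposite to the supply. This reading thus needs exchanged labels or unequal glucose left in the cultures, which was not measured here. Any other difference between the cultures or in the RNA and its handling might also underlie the pattern. Control probe sets of ribosomal RNA also differed, such as AFFX-25srRnac_at (48.5-fold higher on the array labelled DR). With 1 array per condition these causes cannot be separated, and a role of glucose supply stays a hypothesis.

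Meiosis genes had a median log2 ratio of −0.63, and 29 of 45 lay under background on both arrays. Whether signals near background could give this cannot be told apart from a real difference. With signals raised to background the median became −1.12, which is the log2 ratio of the background levels themselves (129.4 and 281.6), so that the outcome was fixed by those levels. The bound written before the test was met by that value, but it did not foresee unequal levels and decides nothing. With the lower background, added after the signals were seen, the median was −0.62.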
